# Transcriptomic profiling of microglia and astrocytes throughout aging

**DOI:** 10.1186/s12974-020-01774-9

**Published:** 2020-04-01

**Authors:** Jie Pan, Nana Ma, Bo Yu, Wei Zhang, Jun Wan

**Keywords:** Microglia, Astrocyte, Alzheimer’s disease (AD), Aging, RNA-seq

## Abstract

**Background:**

Activation of microglia and astrocytes, a prominent hallmark of both aging and Alzheimer’s disease (AD), has been suggested to contribute to aging and AD progression, but the underlying cellular and molecular mechanisms are largely unknown.

**Methods:**

We performed RNA-seq analyses on microglia and astrocytes freshly isolated from wild-type and APP-PS1 (AD) mouse brains at five time points to elucidate their age-related gene-expression profiles.

**Results:**

Our results showed that from 4 months onward, a set of age-related genes in microglia and astrocytes exhibited consistent upregulation or downregulation (termed “age-up”/“age-down” genes) relative to their expression at the young-adult stage (2 months). And most age-up genes were more highly expressed in AD mice at the same time points. Bioinformatic analyses revealed that the age-up genes in microglia were associated with the inflammatory response, whereas these genes in astrocytes included widely recognized AD risk genes, genes associated with synaptic transmission or elimination, and peptidase-inhibitor genes.

**Conclusions:**

Overall, our RNA-seq data provide a valuable resource for future investigations into the roles of microglia and astrocytes in aging- and amyloid-β-induced AD pathologies.

## Background

Aging and Alzheimer’s disease (AD) produce widespread effects on the central nervous system (CNS) that are characterized by cognitive decline, vulnerability to physical illnesses, elevated oxidative stress, and chronic brain inflammation [1]. These biological and pathological processes are also associated with diminished blood-brain barrier (BBB) integrity, which leads to the accumulation in the brain of blood-derived proteins [2, 3] and the infiltration of peripheral cells [4–9], and multiple lines of evidence indicate that the innate-immune functions of microglia and astrocytes are involved in these processes.

Microglia, the resident macrophages in the CNS, are originally derived from primitive myeloid progenitors that are seeded in the brain during fetal development and expand drastically after birth to account for 5–12% of all the cells in the brain [10–13]. In the CNS, microglia play crucial roles in the maintenance of brain homeostasis by regulating synaptic plasticity, remodeling neuronal circuits, defending against infectious pathogens [13–15], and promoting tip-cell fusion to participate in angiogenesis [16]. In aging and in mice with AD, microglial activation in the brain acts a double-edged sword: Although activated microglia facilitate the phagocytosis and clearance of infectious agents or amyloid-β (Aβ) deposits, constant exposure to proinflammatory cytokines exerts detrimental effects on the brain [17, 18]. As compared to microglia, astrocytes, which constitute another type of glial cells in the CNS, have been less studied in aging and AD pathogenesis. Historically, astrocytes have been considered as supportive cells that either provide nitrites or serve as physical scaffolds for neurons. The perivascular endfeet of astrocytes ensheath 98% of brain parenchymal capillaries and thus contribute to BBB integrity and maintain osmotic homeostasis and gliovascular signaling [19, 20]. Astrocytes have to date been documented to play essential roles in neurophysiology, such as in release of gliotransmitters (glucose, ATP, and glutamate), communication with neurons, and modulation of synaptic structure [21].

Over the few past decades, considerable research effort has been devoted toward elucidating the functions of microglia and astrocytes in the brain under both physiological and pathological conditions. Moreover, in previous studies, RNA-sequencing (RNA-seq) analysis of microglia and astrocytes has been performed in geriatric and young mice to identify the transcriptomic alterations that occur during aging [22, 23]; however, in these studies, the sequencing samples were collected either at limited time points or over large time intervals, and thus the genes that were identified to be altered in aged mice could have been affected by unknown/unexpected insults that are not related to aging or specific diseases. Therefore, to clarify the effects of factors associated with late-age disorders of the CNS, we investigated aging-related genes in microglia and astrocytes isolated from the mouse brain at 5 time points. Here, we identify 2 age-related gene clusters whose expression increased with age as compared with the expression in mature-adult mice. Differential gene-expression analysis revealed that inflammatory-response genes constituted the most prominent class of consistently upregulated genes in microglia upon aging, whereas in astrocytes, synaptic-transmission/elimination- and peptidase-inhibitor-related genes were most markedly increased. Furthermore, most of the aging-related genes also showed notable differences in AD mice relative to their expression in wild-type (WT) mice. Our results thus provide a novel transcriptomic dataset for microglia and astrocytes throughout aging that could offer new insights into the body’s early intrinsic mechanisms involved in sensing CNS damage and protecting the brain against neurodegeneration.

## Material and methods

### Mice

APPswe/PS1ΔE9 double-transgenic mice, obtained from the Model Animal Research Center of Nanjing University (Nanjing, China), were originated from B6.Cg-Tg (APPswe/PS1ΔE9) 85Dbo/Mmjax mice (JAX#034832) of the Jackson Laboratory. C57BL/6 J WT littermates were used as WT controls. Mice (*n* = 3/group) were bred under SPF conditions in IVC cages at 23 °C and 50–60% humidity and with circadian-rhythm illumination. Pups aged 21–28 days old were removed from their parental cages and genotyped using ear-biopsy samples; the DNA extracted from the biopsy samples was PCR-amplified using primers specific for APP and PS1 sequences. All procedures were approved by the Animal Use and Care Committee of Shenzhen Peking University - The Hong Kong University of Science and Technology Medical Center (SPHMC) (protocol number 2011-004). All mice used in the study were males. Efforts were made to minimize suffering and the number of animals used.

### Brain dissociation

Microglia and astrocytes were isolated from WT and AD mice belonging to 5 age groups: 2-, 4-, 6-, 9-, and 12-month old (2–12 months). Mice were transcardially perfused under deep anesthesia with 1 × PBS, and then the brain was removed, dissected, and rinsed in HBSS. Next, after removing the meninges, the brain was cut into small pieces by using a sterile scalpel, and the samples were centrifuged at 300×*g* for 2 min at room temperature and the supernatant was aspirated carefully. Samples from a single brain were pooled as a single experimental group. Enzymatic cell dissociation was performed using an Adult Brain Dissociation Kit (130-107-677, Miltenyi Biotec), according to the manufacturer’s instructions. Briefly, tissue pieces (up to 500 mg of tissue per sample) were transferred into the C Tube containing 1950 μL of enzyme mix 1 (enzyme P and buffer Z), and then 30 μL of enzyme mix 2 (enzyme A and buffer Y) was added into the C Tube. The C Tube was tightly closed and attached upside down onto the sleeve of the gentleMACS Octo Dissociator with Heaters (130-096-427, Miltenyi Biotec), and the appropriate gentleMACS program was run. After brief centrifugation to collect samples at the tube bottom, the samples were filtered through a 70-μm strainer (130-098-462, Miltenyi Biotec), washed with D-PBS, and then centrifuged again.

### Percoll density gradient and myelin removal

Singe cells were resuspended in 40% Percoll and centrifuged at 800×*g* for 20 min at 15 °C. After discarding the myelin-containing supernatant, the pellet was resuspended in cold MACS buffer (containing 1-volume dilution of PBS, 2 mM EDTA, and 0.5% BSA, pH 7.2), and then myelin-removal beads (Myelin Removal Beads II, 130-96-733, Miltenyi Biotec) were used according to the manufacturer’s protocol to prepare cells for staining with fluorescence activated cell sorting (FACS) antibodies. Briefly, single-cell suspensions were incubated with the beads at 4 °C for 15 min, and then the cells were washed onto the LS column on the autoMACS Separator; the column was washed thrice with PB buffer, and the cells in the flow-through were used for antibody staining.

### FACS sorting of microglia and astrocytes

After isolation, cell pellets were resuspended in FC receptor blocking solution (553141, BD Biosciences), incubated on ice for 10 min, and costained for 30 min on ice in the dark with PE-Cy7-labeled CD45 (103114, BioLegend), PE-labeled CD11b (101208, BioLegend), and APC-labeled ACSA2 (130-117-386, Miltenyi Biotec). The cells were then rinsed in PBS, centrifuged, resuspended in FACS buffer (1% FBS + 2 mM EDTA, 25 mM HEPES, 1:500 RNA inhibitor in PBS), and incubated in 7AAD (420403, BioLegend) for 10 min before sorting. Data were analyzed using the BD FACS Diva v8.0.1 software. Sorted cells were centrifuged at 400×*g* for 10 min and pellets were lysed in RLT-buffer (74004, Qiagen) for RNA extraction.

### RNA extraction, quantification, and qualification

RNA was isolated from flow-cytometry-sorted cell populations by using an RNeasy Micro Kit (74004, Qiagen) according to the manufacturer’s instructions, which included a step involving incubation with DNase. For whole-brain RNA purification, we generated 1 brain/pool samples. Purified RNA was quantified using a NanoDrop 2000 (Thermo Scientific) and Agilent Technologies Bioanalyzer 2100 RNA Pico chips (5067-1513, Agilent Technologies), according to manufacturer instructions; the RNA integrity number (RIN) in all cases was > 9.

### Preparation of smart-seq2 RNA-seq libraries and sequencing

For RNA sample preparations, 10 ng of RNA per sample was used as the input material. Libraries were generated using a SMART-Seq v4 Ultra Low Input RNA Kit (634892, Takara Bio USA, Mountain View, CA, USA), following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, first-strand cDNA synthesis from total RNA was primed using 3′ SMART-Seq CDS Primer II A, and SMART-Seq v4 Oligonucleotide was used for template switching at the 5′ end of the transcript. PCR Primer II A was used to amplify cDNA, for 8 cycles, from the SMART sequences introduced by 3′ SMART-Seq CDS Primer II A and the SMART-Seq v4 Oligonucleotide. LD-PCR-amplified cDNA was purified through immobilization on AMPure XP beads and then quantified using the Agilent Bioanalyzer 2100 system. To prepare cDNA libraries suitable for Illumina sequencing, ~ 200 pg of the cDNA was used with a Nextera XT DNA Library Preparation Kit (Illumina, Cat. Nos. FC-131-1024 and FC-131-1096, San Diego, CA, USA). Tagmented fragments were amplified for 12 cycles and dual indexes were added to each well to uniquely label each library. Concentrations were assessed using a KAPA Library Quantification Kit (KK4844, KAPA, Biosystems, USA), and samples were diluted to ~ 2 nm and pooled. Pooled libraries were sequenced on an Illumina NovaSeq platform and 150-bp paired-end reads were generated.

### RNAscope and image quantification

Mice were deeply anesthetized using pentobarbital, transcardially perfused with ice-cold PBS until the irrigation fluid was completely clear, and then perfused with ice-cold 4% paraformaldehyde (PFA) for 10 min. Brains were removed, fixed in 4% PFA in 4 °C refrigerator for 12 h, dehydrated using an ethanol dilution series, embedded in molds containing Tissue-Tek OCT, and frozen in dry ice. The OCT-embedded brain samples were cut into 16-μm coronary sections that were placed onto Fisherbrand Superfrost Plus microscope slides (Thermo Fisher Scientific; 12-550-15). RNAscope experiments were performed using a Manual Fluorescent Multiplex kit v2 (323100, ACDbio), following the manufacturer’s recommendations. Briefly, slices were incubated with hydrogen peroxide and then target retrieval was performed in a boiling bath beaker. Next, protease digestion was performed for 20 min at room temperature by using Protease III for fixed frozen tissues, provided in the kit, after which probe hybridization was conducted for 2 h at 40 °C. A dual-probe set containing Mm-Itgam-c3 (311491) and Mm-Slc1a3-c3 (430781) served as the common probe in each set, and the companion probes were Mm-Cxcl10-c1 (408921) and Mm-Ptbp1-c1 (588721). Nuclei were visualized using 4′,6-Diamidino-2-phenylindole (DAPI).

For each mouse, 3 images per region (technical replicates) were used for the quantification, and 100, 50, and 50 cells were counted in the cortex, hippocampus, and cerebellum, respectively. Images were captured as Z-stacks by using a 20 × objective (NA 0.8) and then maximum-intensity projections were obtained. Lipofuscin autofluorescence was imaged in the blank channel (488 nm) and subtracted from the red channel (594 nm) and far-red channel (647 nm) images. Microglia and astrocytes were identified as RNAscope puncta generated from the Itgam and Slc1a3 probes. Lastly, a blind counting was performed to analyze the number of double-positive cells and the target-probe dots per cell, with each data point representing the mean ± SD of 3 brain slices for each probe set. Then H-score was calculated as follows: H-score $$ ={\sum}_{0-4}^{\mathrm{score}}\left(\mathrm{score}\times \mathrm{percentage}\ \mathrm{of}\ \mathrm{microglia}\ \mathrm{or}\ \mathrm{astrocytes}\right) $$. The weighting formula used for the scores is shown in Additional file 1. All parameters were maintained constant between images to allow unbiased detection.

### Quantitative RT-PCR validation of selected genes

Flow-cytometry-sorted microglia and astrocytes were used for RNA extraction (see preceding sections on FACS and RNA extraction). Quantitative RT-PCR was performed in triplicate in 96-well plates by using a qPCR machine (LC480, Roche) and SYBR Green I Master mixture (4887352001, Roche) for detection of amplification products. The following thermocycling protocol was used: initial denaturation at 95 °C for 10 min, followed by 40 amplification cycles of 95 °C for 15 s and 60 °C for 1 min, and a final cycle at 25 °C for 15 s. Relative quantification of mRNA expression was performed using the comparative cycle method to obtain the following ratio: gene of interest/*Gapdh*. Relative quantification of gene-expression levels was performed using the 2^-ΔΔCt^ method. All primers were designed using NCBI Primer-BLAST; we designed primers to be ~ 200-bp long. All primers are listed in Additional file 2.

### STEM (Short Time-series Expression Miner) analyses

The Short Time-series Expression Miner (STEM) is a Java program for clustering, comparing, and visualizing short time series gene expression data from microarray experiments (~ 8 time points or fewer). STEM allows researchers to identify significant temporal expression profiles and the genes associated with these profiles and to compare the behavior of these genes across multiple conditions. The output gene expression value is normalized according to the first time point, usually by subtracting the gene expression value at the first time point, allowing different genes to be visualized at the same starting point. STEM is available for download for free to academic and non-profit users at http://www.cs.cmu.edu/~jernst/stem.

### Graphs and statistical analyses

All statistical analyses were performed using the GraphPad Prism 8.00 software (GraphPad Software, La Jolla, CA, USA). Most data were analyzed using one-way ANOVA followed by Dunnett post hoc test for comparisons of > 3 samples, and two-sample unpaired *t* tests were used for comparing 2 samples; *p* < 0.05 was considered statistically significant.

### Sequencing data quantification and data analysis

#### Quality control

Raw data (raw reads) in fastq format were first processed using in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter sequences, poly-N-containing reads, and low-quality reads from the raw data. Concurrently, Q20, Q30, and GC content of the clean data were calculated. All the downstream analyses were based on the high-quality clean data.

#### Read mapping to reference genome

Reference genome and gene-model annotation files were downloaded from the genome website directly. An index of the reference genome was built and paired-end clean reads were aligned to the reference genome by using Hisat2 v2.0.5. We selected Hisat2 as the mapping tool because Hisat2 can generate a database of splice junctions based on the gene-model annotation file, and thus can yield superior mapping results as compared to other non-splice mapping tools.

#### Quantification of gene-expression level

Feature Counts v1.5.0-p3 was used to determine the number of reads mapped to each gene, after which each gene’s FPKM (the expected number of fragments per kilobase of transcript sequence per million base pairs sequenced) was calculated based on the length of the gene and the number of reads mapped to the gene. FPKM calculation concurrently considers the effect of sequencing depth and the gene length for the read counts, and is currently the most commonly used method for estimating gene-expression levels.

#### Differential expression analysis

Differential expression analysis involving 50 conditions/groups (3 biological replicates per condition) was performed using DESeq2 R package (1.16.1). DESeq2 provides statistical routines for determining differential expression in digital gene-expression data by using a model based on negative binomial distribution. The resulting *p* values were adjusted using the Benjamini and Hochberg approach to control for the false-discovery rate. Genes identified using DESeq2 that featured an adjusted *p* value of < 0.05 were regarded as differentially expressed genes (DEGs).

#### Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of DEGs

GO enrichment analysis of DEGs was implemented using clusterProfiler R package, in which gene-length bias was corrected; GO terms featuring a corrected *p* value of < 0.05 were considered significantly enriched. KEGG is a database resource for understanding high-level functions and utilities of biological systems, such as of the cell, organism, or ecosystem, from molecular-level information, particularly large-scale molecular datasets generated using genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used clusterProfiler R package to test the statistical enrichment of DEGs in KEGG pathways.

## Results

### Purification of microglia and astrocytes and RNA-seq profiling

To investigate whether microglial and astrocyte genes in mice are altered throughout aging, we performed RNA-seq at 5 time points encompassing the mature-adult stage (2 months), when developmental changes in gene expression have ceased, and the middle-age stage (4 months, 6 months, 9 months, 12 months), during which age-dependent pathology develops (Fig. 1a). 

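Microglia and astrocytes sorted from whole brains of wild-type (WT) mice and of a transgenic mouse model of amyloid plaques, called AD mice by the paper, were sequenced at 2, 4, 6, 9 and 12 months of age. The sample labels name 60 libraries, 3 for each of the 20 groups of genotype, age and cell type. The authors aligned the reads, counted them per gene and computed FPKM (fragments per kilobase of gene, scaled to the mapped fragments of a library). The values used here are theirs: 1 FPKM value per group for 35999 Ensembl mouse genes, taken as the authors' mean over the libraries of a group. Values per library were not used here, so no error, number of replicates or test stands beside any value in these additions, and "higher" and "lower" compare group values. The methods name HISAT2 and no genome build while the submission notes name Bowtie and the build mm8, so no genome positions are printed. The file gives no read counts. Multiplied by gene length in bases, 94.8% to 96.7% of the lowest values of a group lay within 0.001 of the steps that whole fragments in single libraries make. By these steps, microglia libraries held 13.1 to 20.3 M fragments and astrocyte libraries 17.8 to 22.8 M. The steps of WT 12-month and of AD 4-month microglia were those of 2 libraries, and those of every other group were those of 3. For comparisons, FPKM was divided by a median-of-ratios size factor per group (0.950 to 1.07 in microglia, 0.955 to 1.05 in astrocytes), 0.1 was added and log2 taken. Log2 fold changes are differences of these values, while FPKM values are printed as the authors gave them. A comparison kept genes of at least 0.5 FPKM in 1 or more of its groups, and a gene was counted as higher or lower when its log2 fold change was above 0.5 or below -0.5, the study's fold threshold without its p-value.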

Microglia were sorted based on CD45^Low-to-Intermediate^/CD11b expression and astrocytes were sorted based on ACSA2 expression after exclusion of doublets and Live/Dead analysis by using BDAriaIII. Single staining and isotype-control antibodies were included as controls (Additional file 3 A-B). The percentage of microglia and astrocytes at different time points was shown in Additional file 4. No significant difference was found for the percentage of the microglia and astrocytes overtime, indicating that that aging or AD has less effect on the cell composition.

**Fig. 1:**
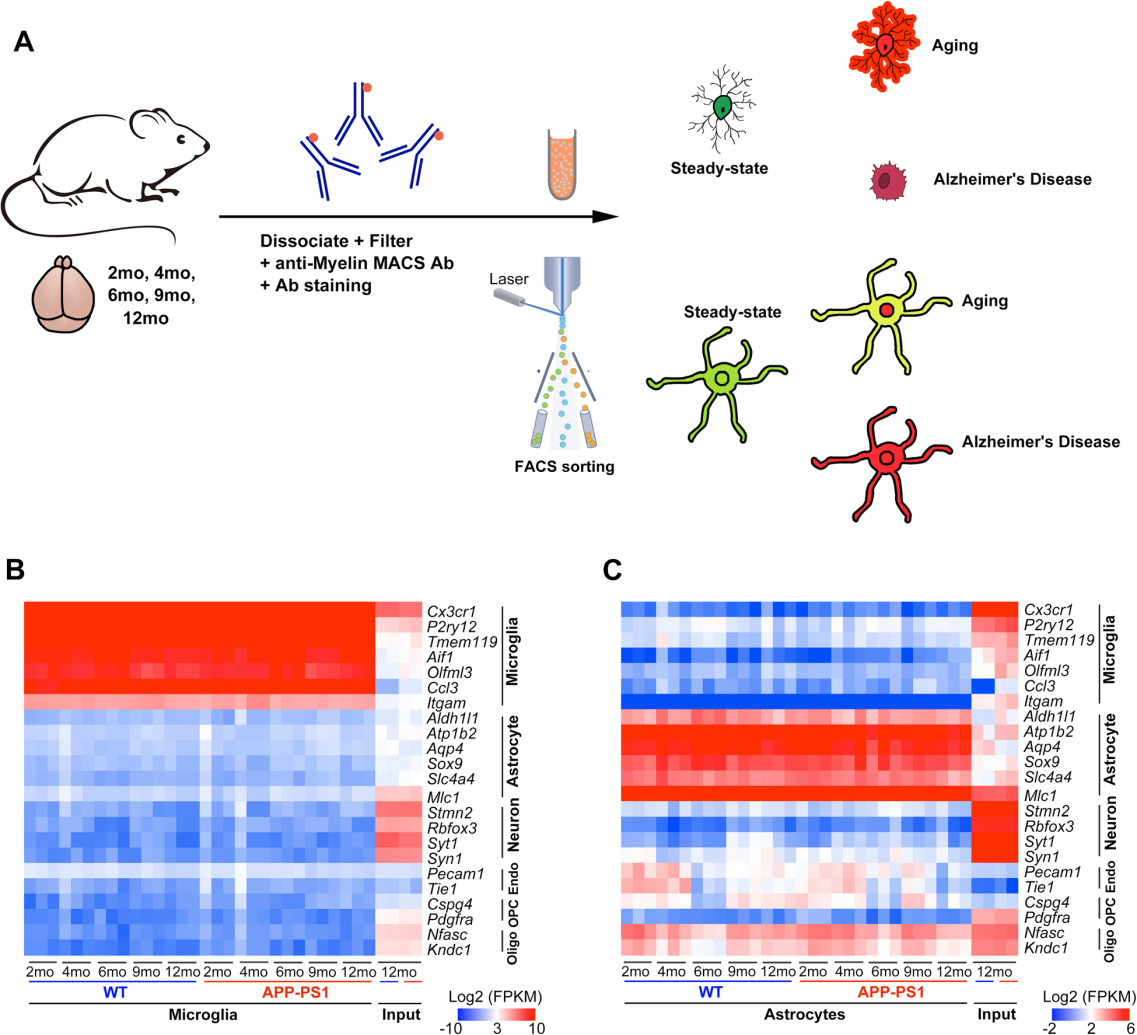
Isolation and purification of microglia and astrocytes. **a** Schematic showing experimental strategy for isolation and sorting of microglia and astrocytes. **b** and **c** RNA-seq analysis of expression of classic cell-specific markers of microglia, astrocytes, neurons, endothelial cells (Endo), oligodendrocyte precursor cells (OPC), and oligodendrocytes (Oligo) in purified microglia (**b**) and astrocytes (**c**), as compared with input (total mRNA). Three biological replicates of each time point (microglia and astrocytes) and 2 biological replicates of input are shown

We used RNA-seq to assess mRNA purity and quantity. For each time point, microglia and astrocytes were isolated from whole-brain samples, with 3 replicates being included. Furthermore, we sequenced WT/AD whole-brain input samples (2 mice each) to verify the enrichment of microglia and astrocytes, and we developed a transcriptome list of well-known cell-type-specific genes for microglia (e.g., *Cx3cr1*, *P2ry12*, *Tmem119*, *Aif1*, *Olfml3*, *Ccl3*, *Itgam*), astrocytes (e.g., *Aldh1l1*, *Atp1b2*, *Aqp4*, *Sox9*, *Slc4a4*, *Mlc1*), neurons (e.g., *Stmn2*, *Rbfox3*, *Syt1*, *Syn1*), endothelial cells (Endo) (e.g., *Pecam1*, *Tie1*), oligodendrocyte precursor cells (OPC) (e.g., *Pdgfra*, *Cspg4*), and oligodendrocytes (Oligo) (e.g., *Nfasc*, *Kndc1*). 

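P2ry12, the purinergic receptor of surveying microglia (ENSMUSG00000036353), was abundant in every microglia group and scarce in every astrocyte group. Its FPKM was 5804, 6083, 5995, 4050.5 and 3744 in WT microglia at 2, 4, 6, 9 and 12 months, against 1.92 to 4.76 over the 10 astrocyte groups. Tmem119, a membrane protein of resident microglia (ENSMUSG00000054675), ranged from 1336 to 4047 FPKM in microglia and from 1.45 to 3.48 in astrocytes. Aif1, the actin-binding protein Iba1, ranged from 476 to 1116 FPKM in microglia. Itgam, the sorting antigen CD11b, was lower in level but steady, at 39.5 to 54.1 FPKM. Of the 7 microglial markers Cx3cr1, P2ry12, Tmem119, Aif1, Olfml3, Ccl3 and Itgam, 0, 0, 4 and 4 were lower than at 2 months in WT microglia of 4, 6, 9 and 12 months. Some markers of other cells were low in WT microglia: Aldh1l1, the folate enzyme that marks astrocytes, reached 0.471 FPKM and Stmn2, a neuronal tubulin regulator, 0.441. Others were not: 8 choroid plexus markers held up to 0.625% of the summed FPKM, at 6 months, and Slc1a3, a glutamate transporter of astrocytes, was 400.1 FPKM at 4 months. The paper's 6 astrocyte markers did not go with Slc1a3, holding 6.72 FPKM together in that group. AD 4-month microglia had 30.7 FPKM of these 6 markers and 33.9 of Slc1a3. The AD 4-month column had 7.29 FPKM of the water channel Aqp4 and 2.96 of the endothelial receptor Tie1.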

Markers specific for microglia were expressed at high levels only in microglia and were undetectable or expressed at extremely low levels in the remaining cell types (Fig. 1b). Despite the high degree of enrichment of astrocyte-specific genes in the majority of samples, we found a small increase in certain neuronal, endothelial, and oligodendrocyte gene contaminants in our astrocyte RNA-seq samples (Fig. 1c). 

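Oligodendrocyte transcripts were the most abundant marker transcripts of another cell type in the astrocyte columns, and several stood above the astrocyte markers. Mbp, myelin basic protein, ranged from 1469 to 2501 FPKM over the 10 astrocyte groups. Olig1, a transcription factor of the oligodendrocyte lineage, ranged from 345 to 513 FPKM, and Sox10, another, from 74.3 to 133. For the astrocytes themselves, the folate enzyme gene Aldh1l1 ranged from 9.96 to 20.1 FPKM, the water channel gene Aqp4 from 41.0 to 72.7, and Sox9, a transcription factor of glia, from 21.5 to 40.6. The 13 listed oligodendrocyte markers together held 3.79% to 7.16% of the summed FPKM of a group, and the 18 homeostatic astrocyte genes 0.685% to 1.25%. These shares compare different genes and do not measure a share of cells. The paper's own markers Nfasc and Kndc1 were much lower, at 5.94 to 17.3 and 3.42 to 10.0 FPKM. Endothelial transcripts were high in the youngest groups: Cldn5, a tight-junction protein of endothelium, was 627, 646, 163, 189 and 292 FPKM in WT astrocytes at 2, 4, 6, 9 and 12 months. Neuronal transcripts were low, with Syn1, a synaptic vesicle protein, at 1.87 to 4.10 FPKM.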

As reported previously, oligodendrocyte markers were detectable as low-level contaminants in adult ACSA2+ astrocytes. These results highlight the importance of validation.

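At 2 months, AD microglia already held more Apoe, the lipid carrier, and more transcripts of vessel cells than WT microglia, while most cytokine genes differed little. Apoe (ENSMUSG00000002985) was 1193 FPKM in AD and 184 in WT microglia, a log2 fold change of 2.66. Acta2, smooth-muscle actin, was 18.6 against 1.19 FPKM, and Ly6c1, a surface protein of endothelium, 45.8 against 3.97. Of 15 endothelial markers 13 were higher in AD microglia at this age, as were all 8 mural cell markers, with list medians of 2.30 and 1.83 on the log2 scale. All 8 choroid plexus markers were higher too, their summed FPKM being 1165 in AD and 308 in WT. The 9 neutrophil genes went the other way, 5 lower and none higher. Of 24 cytokine and chemokine genes 5 were higher, with Ccl3 at 0.67 and Cxcl1 at 0.68, and Tnfsf9, a costimulatory ligand, was lower. In astrocytes 12 of the endothelial markers were lower in AD, and Clu, the secreted chaperone clusterin, was higher, at 943 against 613 FPKM.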

Next, we performed DESeq2 analysis on microglia and astrocytes, which revealed that both cell types showed a gradual increase in the number of age-associated DEGs (40 and 59 genes in 2-month AD microglia and astrocytes as compared to 2-month WT) (Additional file 5A-B). Therefore, we used 2-month WT mice as our mature-adult control for the follow-up analysis, in which DESeq2 R package was used to analysis polyA-selected mRNAs from microglia and astrocytes isolated from whole-brain samples, and we mapped > 85% of the reads in the case of all samples. The reproducibility between replicates was high (Additional file 6A), and the results of principal component analysis (PCA) showed a clear separation of expression between the different time points (Additional file 6B).

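The 6-month groups of both genotypes and the AD 12-month group stood apart on the first principal component in both cell types. Nuclear genes of the respiratory chain were high, and genes of large chromatin regulators low, in these 3 groups. The first principal component of the 2000 most variable genes held 46.3% of the variance between the 10 microglia groups. On it WT 6 months lay at 36.1, AD 12 months at 32.4 and AD 6 months at 29.9, and the other 7 groups between -26.0 and -6.27. AD 4-month microglia stood apart on the second component, which held 19.9% of the variance, at a score of 36.3. In astrocytes the first component held 50.1% of the variance, with WT 6 months at 30.3, AD 12 months at 23.9 and AD 6 months at 19.9, and the others between -22.8 and -2.32.

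**Figure D1:**
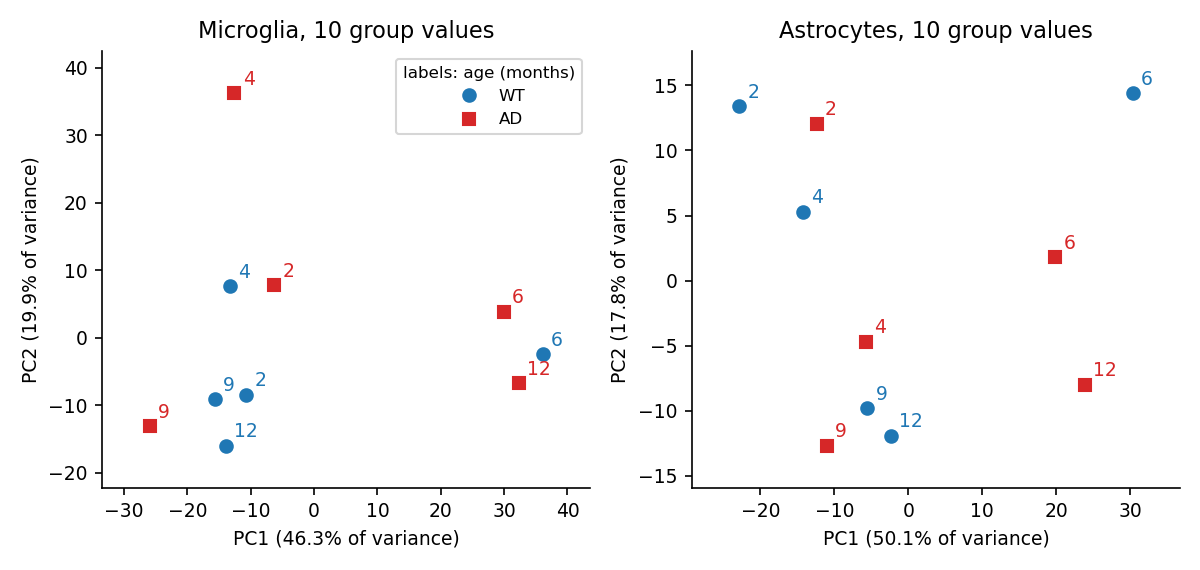
Principal components of the microglia groups (left) and astrocyte groups (right), each point 1 group value, circles WT and squares AD, labelled by age in months. The axes are scores on the first and second component with their share of the variance. The 6-month groups and the AD 12-month group lie at the right of both plots.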

### Microglia genes changed upon aging include cytokine-pathway genes

We first determined the number of DEGs (adjusted *p* < 0.05, |log_2_ fold-change| > 0.5) in the aging groups relative to 2-month control. 

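Scoc, a regulator of the autophagy response to amino acid starvation, was among the genes with the largest differences in WT microglia at every age after 2 months. Its FPKM (ENSMUSG00000063253) was 2.71, 53.1, 61.4, 65.5 and 67.6 at 2, 4, 6, 9 and 12 months. Upk1b, a tetraspanin of the bladder lining that is also seen in activated macrophages, was 1.15, 43.9, 4.18, 5.73 and 5.02 FPKM and so stood highest at 4 months. H2-Aa, a chain of MHC class II, was 54.4 FPKM at 6 months against 4.19 at 2 months. Among lower genes were Hpgd, which breaks down prostaglandins, with 13.8 FPKM at 4 months against 154, and Ttr, the thyroid hormone carrier made by the choroid plexus, with 8.86 at 12 months against 304. Nrp1, a receptor of semaphorins and VEGF, was 2.19 FPKM at 9 months against 7.80. Past the fold threshold, 1867, 3789, 1974 and 2193 genes were higher at 4, 6, 9 and 12 months than at 2 months. Higher genes made up 61.6%, 51.5%, 67.7% and 57.5% of the genes past the threshold at these ages. The share at 6 months was 45.6% with FPKM as the authors gave it and 31.9% with size factors taken from genes of at least 1 FPKM, at 4 months 73.6% with these size factors, and at 9 months 55.5% after a correction for gene length and GC content. The median log2 fold change of all genes at 6 months was 0.11, and 0.03 after quantile normalization.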

We identified numerous DEGs in aging WT mice in comparison with 2-month WT controls: 1109 genes in 12-month mice, 819 genes in 9-month mice, 5709 genes in 6-month mice, and 681 genes in 4-month mice (Fig. 2). Compare to 2-month WT controls, the top 15 upregulated genes exclusively in 4, 6, 9, and 12 months microglia are shown in Fig. 2 b. To annotate these genes in different biological pathways, we performed GO and KEGG analysis. 

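Vessel transcripts were higher in WT microglia at 4 months than at 2 months, MHC class II genes at 6 months, and most interferon response genes at 6, 9 and 12 months. At 4 months 12 of 15 endothelial markers were higher in WT microglia, with a median log2 fold change of 1.72, and all 8 mural cell markers. Cldn5, the tight-junction protein of endothelium, was 15.1 FPKM at 4 months against 2.65 at 2 months, and 15 of 18 astrocyte genes were higher too. At 6 months 6 of 7 MHC class II genes were higher, among them Cd74, the invariant chain, at 265 against 49.9 FPKM, while the summed FPKM of border macrophage markers rose with them, to 16.6 from 7.77. Of 22 interferon response genes 4, 16, 17 and 12 were higher at 4, 6, 9 and 12 months; Ifi27l2a, a small mitochondrial protein induced by interferon, was 13.5, 29.1, 92.7, 43.6 and 33.9 FPKM from 2 to 12 months. Chemotaxis genes at 12 months included Ccl4, a chemokine for monocytes and lymphocytes, at 2498 against 1177 FPKM, and Cxcl2, a chemokine for neutrophils, at 4.69 against 1.37. The 9 neutrophil genes were mostly lower at 4, 6 and 9 months (5, 7 and 6 of them), and 7 were higher at 12 months. Choroid plexus markers were higher at 4 and 6 months and lower at 12 months, in each case all 8 of them. Genes of chaperones in the endoplasmic reticulum were lower at 4, 9 and 12 months (5, 8 and 7 of 13).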

As compared with the expression in 2-month microglia, we detected altered genes involved in “blood vessel morphogenesis” and “cell-matrix adhesion” in 4-month microglia (Fig. 3a); “oxidative phosphorylation” and “ATP metabolic process” in 6-month microglia (Fig. 3b); “response to cytokine” and “innate immune response” in 9-month microglia (Fig. 3c); and “positive regulation of cellular component movement” and “chemotaxis” in 12-month microglia (Fig. 3d). Additional file 7 shows the complete datasets.

**Fig. 2:**
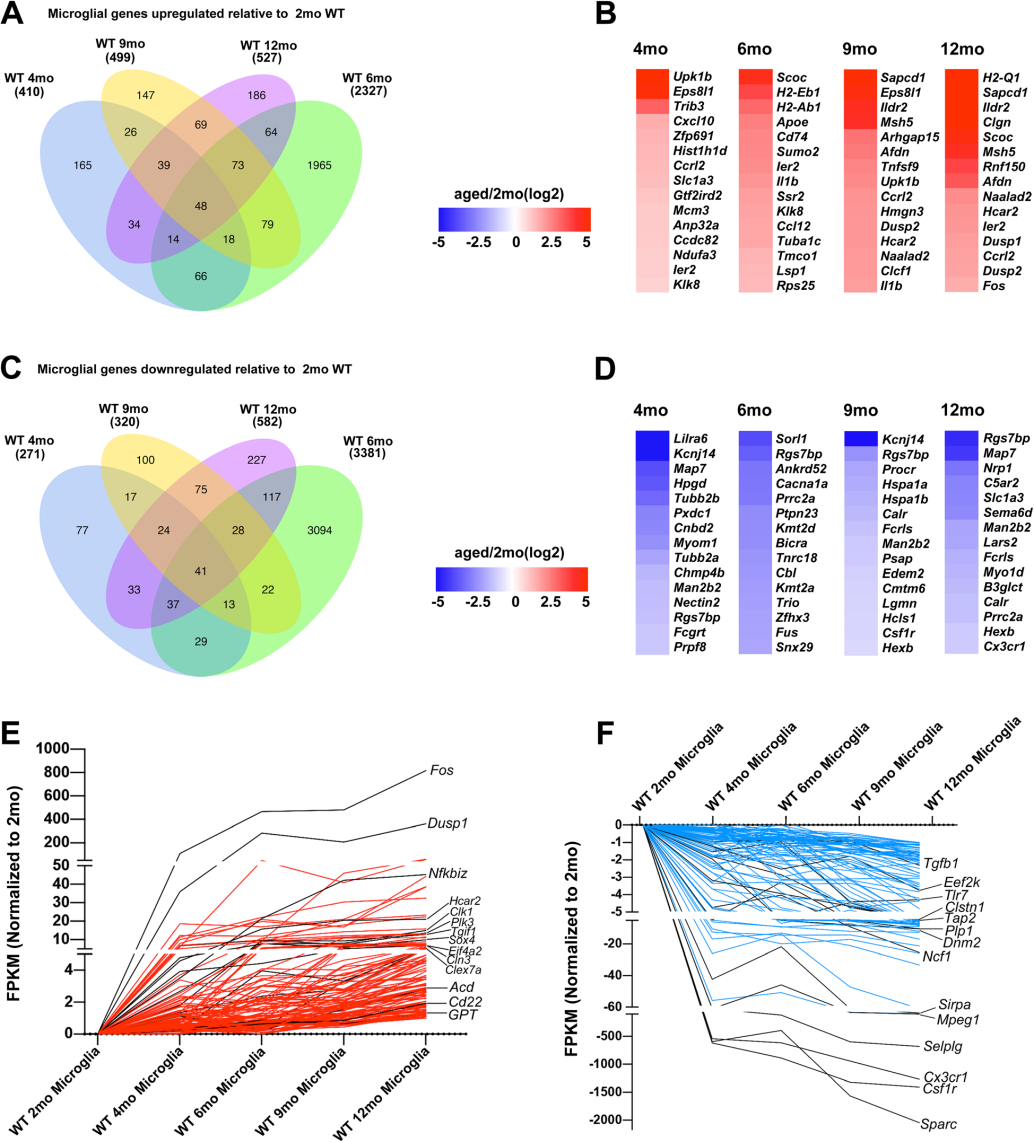
Differential gene expression between adult and aging microglia. **a–d** Upregulated and downregulated genes, determined using DESeq2 analysis, between mature-adult mice (2 months) and aging mice (4 months, 6 months, 9 months, 12 months); adjusted *p* < 0.05, |log_2_ fold-change| > 0.5. **a** Venn diagram showing upregulated genes in microglia. **b** Heatmap of top 15 genes upregulated in microglia. **c** Venn diagram showing downregulated genes in microglia. **d** Heatmap of top 15 genes downregulated in microglia. **e** and **f** STEM analysis of upregulated genes (**e**) and downregulated genes (**f**) in microglia during aging

**Fig. 3:**
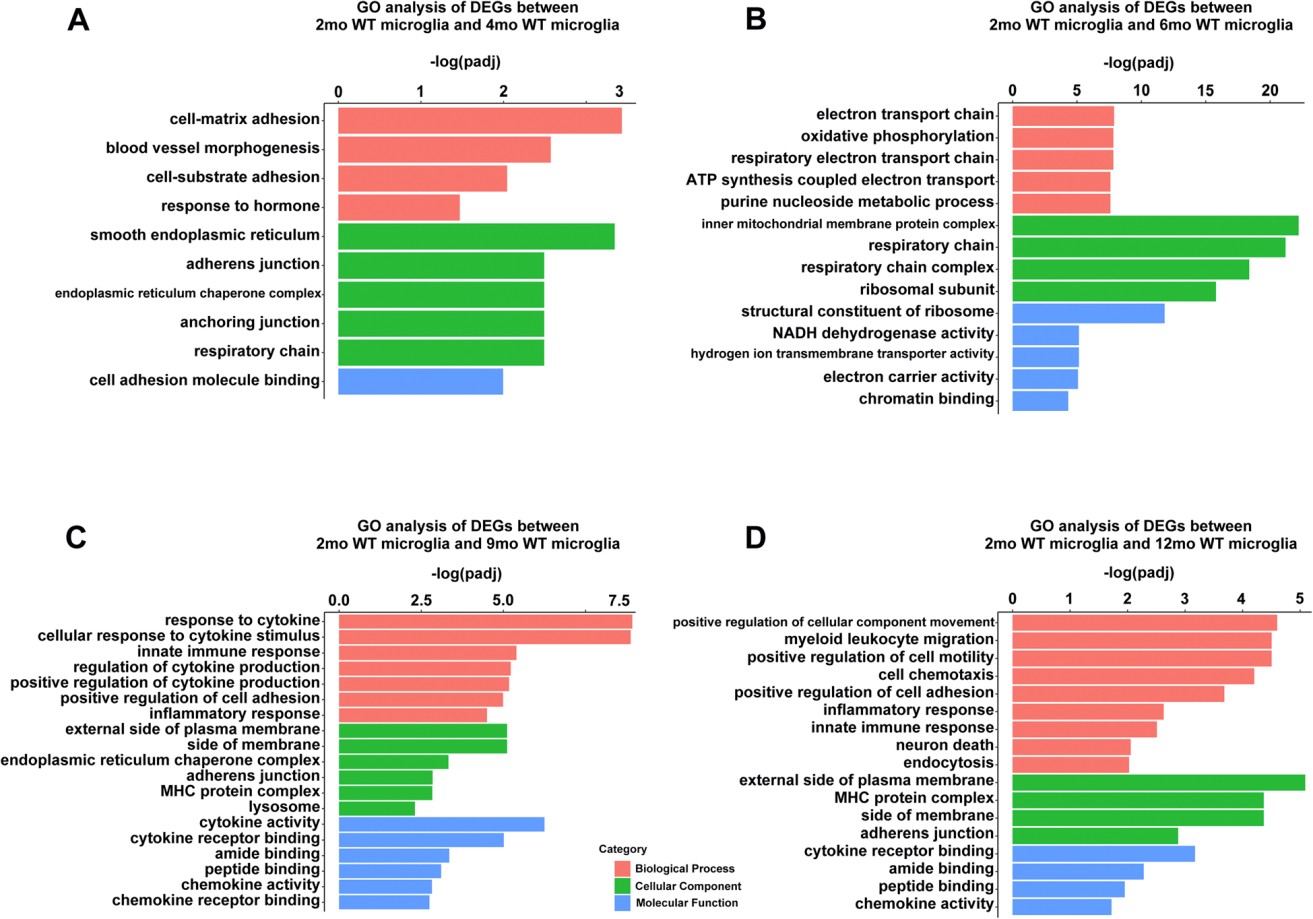
GO analysis of age-related genes between (4 months, 6 months, 9 months, 12 months) WT and (2 months) WT in microglia samples. **a**, **b**, **c**, **d** Representative GO results of age-related genes between 4- (**a**), 6- (**b**), 9- (**c**), 12- (**d**), and 2-month WT in microglia samples

In this study, we hypothesized that age-dependent pathogenic or protective genes could be expressed at consistently higher or lower levels throughout the different time points of mice as compared with the expression in the 2-month control. Therefore, we constructed a Venn diagram of the genes consistently upregulated in aging microglia (4 months, 6 months, 9 months, and 12 months, relative to 2-month control), and from this we identified 48 genes (termed “age-up” microglial genes) (Additional file 8 shows the gene list with fold change and *p* values), which included a cassette of genes involved in the cytokine pathway. 

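Genes of cytokines and chemokines, of NF-kB feedback, of the immediate-early response and of mitosis were among those higher in WT microglia after 2 months. Of 24 cytokine and chemokine genes, 11, 18, 19 and 19 were higher at 4, 6, 9 and 12 months, with list medians of 0.33, 1.34, 1.29 and 1.06 on the log2 scale. Tnf, the tumor necrosis factor (ENSMUSG00000024401), was 59.7, 99.2, 361, 297 and 189.6 FPKM at 2, 4, 6, 9 and 12 months, and Il1b, interleukin 1 beta, 55.0, 56.9, 235, 211 and 156. Of 12 feedback inhibitors of NF-kB 4, 8, 8 and 9 were higher, and of 22 immediate-early genes 8, 11, 15 and 18. Ier2, a nuclear protein of that response, was 87.1, 174, 418, 249 and 360.5 FPKM. In AD microglia NF-kB feedback genes summed to 1749, 2967, 1604, 2883 and 2537 FPKM from 2 to 12 months. Immediate-early genes summed to 4240, 7120, 3498, 5940 and 4617 there, both sums being lower at 6 than at 2 months. The paper allows that sorting may have activated cells, which was not tested here. Of 22 mitotic genes 19, 22, 22 and 21 were higher in WT microglia. Top2a, the topoisomerase of dividing cells, was 0.345 FPKM at 2 and 1.08 at 12 months. The mitotic list held 7.89 FPKM in all at 2 months, where values like that of Top2a rest on few fragments. Of the paper's 48 age-up genes, 42 were higher by the fold threshold at all 4 ages, and all 48 had a log2 fold change above 0. The paper chose its age-up and age-down lists of both cell types in these same libraries. Such counts are therefore no independent support for the lists. Without a p-value, 252 genes were higher at all 4 ages, and 524 at the 3 ages other than 6 months. The 4 comparisons share the 2-month column; with 4, 6, 9 or 12 months in its place, 125, 2217, 58 and 197 genes were higher in all 4 other groups.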

*Cxcl10* was upregulated 3-, 1.9-, 3.5-, and 3-fold in 4-month, 6-month, 9-month, and 12-month microglia relative to the expression in 2-month microglia. This result was further confirmed using RNAscope in situ hybridization. 

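Cxcl10, a chemokine induced by interferon that draws T cells, was higher in WT microglia at each of the 4 later ages. Its FPKM (ENSMUSG00000034855) was 6.10, 18.9, 11.8, 21.7 and 18.5 at 2, 4, 6, 9 and 12 months, and the log2 fold changes against 2 months were 1.55, 1.01, 1.80 and 1.59. Ifit3 and Irf7, an effector and a transcription factor of the interferon response, differed less at 4 months, with log2 fold changes of -0.02 and 0.08, and were higher at 6 months, by 1.59 and 0.75. In AD microglia Cxcl10 was 9.34, 14.1, 6.49, 26.3 and 18.1 FPKM over the same ages.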

Other age-up microglial genes involved in immunoregulatory and inflammatory processes included *Ccl2/Ccl12*, *Egr2*, *Nr1d2*, *Il6*, *Zfp36* (anti-inflammatory signaling), *Nfkbia* (negative regulation of NFεB transcription factor activity), *H2-Q1* (MHC I protein-complex member), and *Ccrl12*.

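The chemokine genes Ccl2 and Ccl12, the immediate-early gene Egr2, the clock gene Nr1d2, Il6 and the inhibitors Zfp36 and Nfkbia were all higher in WT microglia at 4, 6, 9 and 12 months than at 2 months. Ccl2, which recruits monocytes, was 21.4, 46.4, 79.0, 44.4 and 40.9 FPKM from 2 to 12 months, and Ccl12, a related chemokine, 132, 209, 445, 294 and 238, both highest at 6 months. Egr2 had log2 fold changes of 0.91, 1.69, 1.37 and 0.95. Zfp36, which destabilises cytokine mRNAs, was 507, 1091, 1189, 1177 and 1359 FPKM, and Nfkbia, which holds NF-kB in the cytoplasm, 389, 633, 1297, 1029.6 and 1129. Ccrl2, an atypical receptor that presents chemerin, was 40.6, 109, 132, 182 and 145 FPKM. H2-Q1, a class I gene with close relatives that may take up some of its reads, was 0.0275, 1.81, 0.414, 1.21 and 4.70 FPKM, and its value at 2 months rests on few fragments. Of the 13 MHC class I genes on the list, H2-Q1 was higher and 5 were lower at 12 months (H2-D1, H2-K1, H2-Q6, B2m and Tap1). From the persistently raised expression of inflammatory genes, the paper reasons that microglia grow more responsive to inflammatory stimuli with age.

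**Figure D2:**
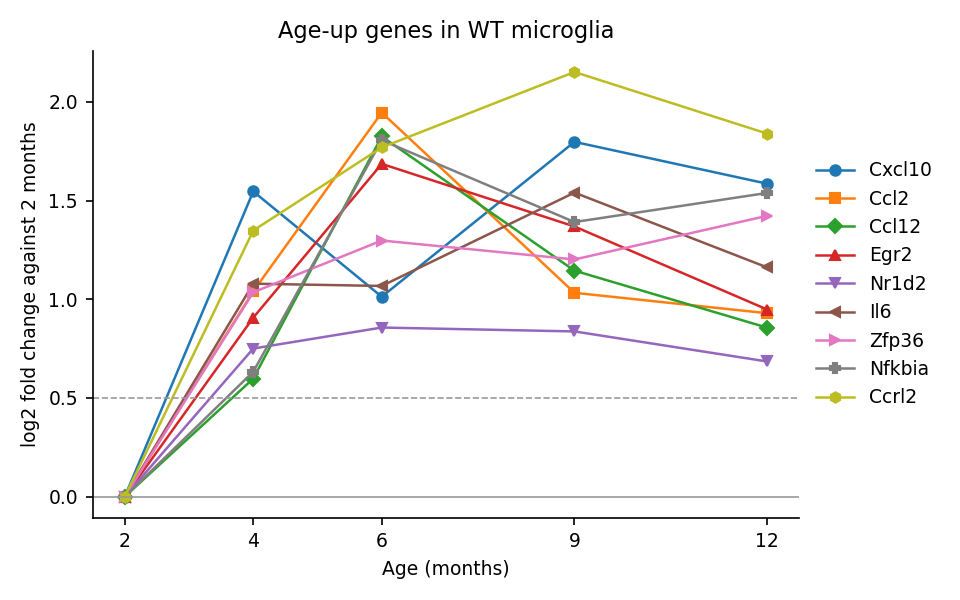
Log2 fold change against 2 months (vertical axis) of 9 age-up genes in WT microglia by age in months (horizontal axis), 1 group value per point and no error bars because values per library were not used. The dashed line marks 0.5. All 9 genes lie above it from 4 months on.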

We next applied the aforementioned filtering criteria to identify genes that are downregulated in microglia. Fewer genes were downregulated than those upregulated in microglia, and considerably more genes were differentially expressed in 6-month microglia (3381 genes) than those in 4-month, 9-month, and 12-month microglia (271, 320, and 582 genes, respectively) (Fig. 2c). 

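Mrc1, Tlr9, Rgs7bp and Elavl4 were among the genes lower in WT microglia after 2 months. Mrc1, the mannose receptor of border macrophages, was 3.13, 0.647, 0.649, 0.420 and 0.436 FPKM from 2 to 12 months. Tlr9, a receptor for unmethylated DNA, was 7.01, 3.13, 1.35, 4.35 and 1.81 FPKM. Rgs7bp, a regulator of G-protein signaling, was 3.85, 1.60, 0.380, 0.807 and 0.179 FPKM and Elavl4, an RNA-binding protein of neurons, 1.46, 0.679, 0.549, 0.678 and 0.371. Genes past the fold threshold and lower numbered 1165, 3563, 942 and 1618 at 4, 6, 9 and 12 months, fewer than were higher at each of these ages. At 6 months this depends on the setting: with FPKM as the authors gave it, quantile normalization, the length and GC correction, size factors from genes of at least 1 FPKM or no filter, more genes were lower than higher.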

Compare to 2-month WT controls, the top 15 downregulated genes exclusively in 4-, 6-, 9-, and 12-month microglia are shown in Fig. 2d. 

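Man2b2, Cyfip1, Wasf2, Ptbp1 and Tlr5, genes of lysosomal sugar removal, actin regulation, splicing and flagellin sensing, were lower in WT microglia at each age after 2 months. Man2b2, the lysosomal mannosidase (ENSMUSG00000029119), was 31.1, 12.1, 9.32, 14.5 and 8.55 FPKM at 2, 4, 6, 9 and 12 months. Cyfip1, a subunit of the WAVE complex, had log2 fold changes of -0.66, -0.42, -0.60 and -0.96 at 4, 6, 9 and 12 months, within the threshold at 6 months, and Wasf2, the WAVE2 protein itself, of -0.79, -0.96, -0.51 and -0.98. Tlr5 was 2.76, 1.57, 1.72, 1.80 and 1.07 FPKM. Of 10 toll-like receptor genes Tlr5, Tlr9 and Tlr12 were lower at 4 months and Tlr5, Tlr6 and Tlr9 at 12 months. Tlr7, a receptor for viral RNA, was among the others, with a log2 fold change of -0.21 at 12 months. Of the paper's 41 age-down genes, 37 were lower by the fold threshold at all 4 ages and all 41 had a log2 fold change below 0. Without a p-value, 207 genes were lower at all 4 ages; with 4, 6, 9 or 12 months in place of 2 months, 421, 2159, 312 and 412 genes were lower in all 4 other groups.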

We identified 41 “age-down” microglial genes (Additional file 9 shows the gene list with fold change and *p* values), including well-known genes such as *Man2b2*, which encodes lysosomal acid α-D-mannosidase [24]; *CYFIP1*, which encodes a protein that functions in cytoskeletal remodeling to ensure proper dendritic-spine formation [25, 26]; *Wasf2*, another cytoskeleton regulator [27]; the inflammation-driven cancer gene *Ptbp1* [28]; and toll-like receptor genes (*Tlr5*, *Tlr9*). We also used STEM (Short Time-series Expression Miner) analysis [29] to cluster gene sets that showed dynamic changes over time (Fig. 2e, f and Additional file 10). The gene alterations included the upregulation of *Fos* [30] and *cd22* [31] and the downregulation of *Csf1r* (colony-stimulating factor 1 receptor gene) [32] and *Cx3cr1* (C-X3-C motif chemokine receptor 1 gene) [33–35]. 

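Fos and Cd22 were higher, and the receptor genes Csf1r and Cx3cr1 lower, in older WT microglia, together with other homeostatic genes at 9 and 12 months. Fos, an immediate-early transcription factor, was 402, 516, 873, 887 and 1225 FPKM at 2, 4, 6, 9 and 12 months. Cd22, a sialic acid receptor that restrains phagocytosis, was 0.423, 0.617, 1.06, 1.29 and 2.35 FPKM. Csf1r, the receptor that microglia need for survival, was 3069, 2413, 2141, 1706 and 1615 FPKM, and Cx3cr1, the receptor for neuronal fractalkine, 2507, 1928, 1854, 1524 and 1195. Of 20 homeostatic genes 0, 1, 12 and 13 were lower at 4, 6, 9 and 12 months; the sign of the list median at 6 months changes with the scaling. Fcrls, an Fc receptor-like protein of microglia, was 547 FPKM at 2 and 177 at 12 months. Mertk, a receptor for dying cells, stayed within the threshold, with log2 fold changes of -0.26, -0.09, -0.28 and -0.15.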

Previous studies showed that microglia age-related genes do not differ among brain regions [36], so the significant changed microglia genes might not be brain region specific.

### Astrocyte genes showing age-dependent upregulation include synaptic-transmission-regulating genes and peptidase-inhibitor genes

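Older WT astrocytes held more C4b, Il33 and Serpina3n, and less Gpr17, than astrocytes of 2 months. Gpr17, a receptor of precursors that are turning into oligodendrocytes (ENSMUSG00000052229), was 12.3, 1.67, 1.15, 0.829 and 0.671 FPKM at 2, 4, 6, 9 and 12 months and was among the 5 lowest by fold at every age. Spock2, a brain proteoglycan, was 6.33 FPKM at 6 months against 75.4 at 2 months, and Abhd2, a lipid hydrolase, was also among the lowest there. Efcab10, a gene of motile cilia, was 41.8 FPKM at 6 months against 3.23, and Pvalb, a calcium buffer, 11.8 against 0.747. Counts past the fold threshold were 2000, 4360, 1889 and 2532 higher and 1303, 4073, 1886 and 2223 lower at 4, 6, 9 and 12 months. Vegfb, a growth factor for vessels, was 14.7, 27.4, 34.7, 29.0 and 31.3 FPKM, and Lama5, a laminin chain, 1.86, 0.777, 0.243, 0.694 and 0.618. Higher genes made up 51.7% of those past the threshold at 6 months, but 47.1% with FPKM as the authors gave it, 47.4% after quantile normalization, 47.5% after the length and GC correction and 40.5% with size factors taken from genes of at least 1 FPKM.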

We next compared gene expression between astrocytes from young mice (2 months) and aging mice (4 months, 6 months, 9 months, 12 months), which revealed age-dependent variations in the expression levels (Fig. 4a, c). Compare to 2-month WT controls, the top 15 upregulated and downregulate genes exclusively in 4-, 6-, 9-, and 12-month astrocytes are shown in Fig. 4b,and d. 

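Endothelial genes were lower in WT astrocytes from 6 months on, and genes of cell division and neuroblasts mainly at 9 and 12 months. All 15 endothelial markers were lower at 6, 9 and 12 months, with median log2 fold changes of -2.27, -1.59 and -1.35, while Tie1, an endothelial receptor, was lower at 4 months. Flt1, a VEGF receptor of endothelium (ENSMUSG00000029648), was 48.0, 52.8, 7.31, 16.2 and 23.3 FPKM from 2 to 12 months. Of 8 mural cell markers 0, 5, 2 and 0 were lower and 0, 0, 5 and 3 higher at 4, 6, 9 and 12 months. Of 23 cholesterol synthesis genes 8, 6, 8 and 13 were lower and 0, 5, 0 and 0 higher at 4, 6, 9 and 12 months; Hmgcs1, the enzyme that feeds the pathway, was 52.5, 23.0, 31.7, 24.0 and 18.1 FPKM. Of 24 mitotic genes 5, 4, 22 and 24 were lower, with a list median at 6 months whose sign changes with the scaling, and of 8 neuroblast genes 3, 5, 8 and 6. Of 14 ciliary genes 13 were higher at 6 months and 11 at 12 months. Neuronal markers were lower at 4 months, 11 of 12. At 4 months 24 of 78 nuclear genes of oxidative phosphorylation and 11 of 13 mitochondrially encoded genes were higher. mt-Co1, a mitochondrially encoded subunit of cytochrome oxidase, was 2715 FPKM at 4 against 1425 at 2 months.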

As compared with the expression in 2-month astrocytes, the representative GO results showed that DEGs involved in “ribonucleotide metabolic process” in 4-month astrocytes (Fig. 5a); “blood vessel morphogenesis” and “blood vessel morphogenesis” in 6-month astrocytes (Fig. 5b); “epithelial cell migration” in 9-month astrocytes (Fig. 5c ); and “adherens junction” and “enzyme activator activity” in 12-month astrocytes (Fig. 5d) (Additional file 11 shows the complete GO and KEGG datasets).

**Fig. 4:**
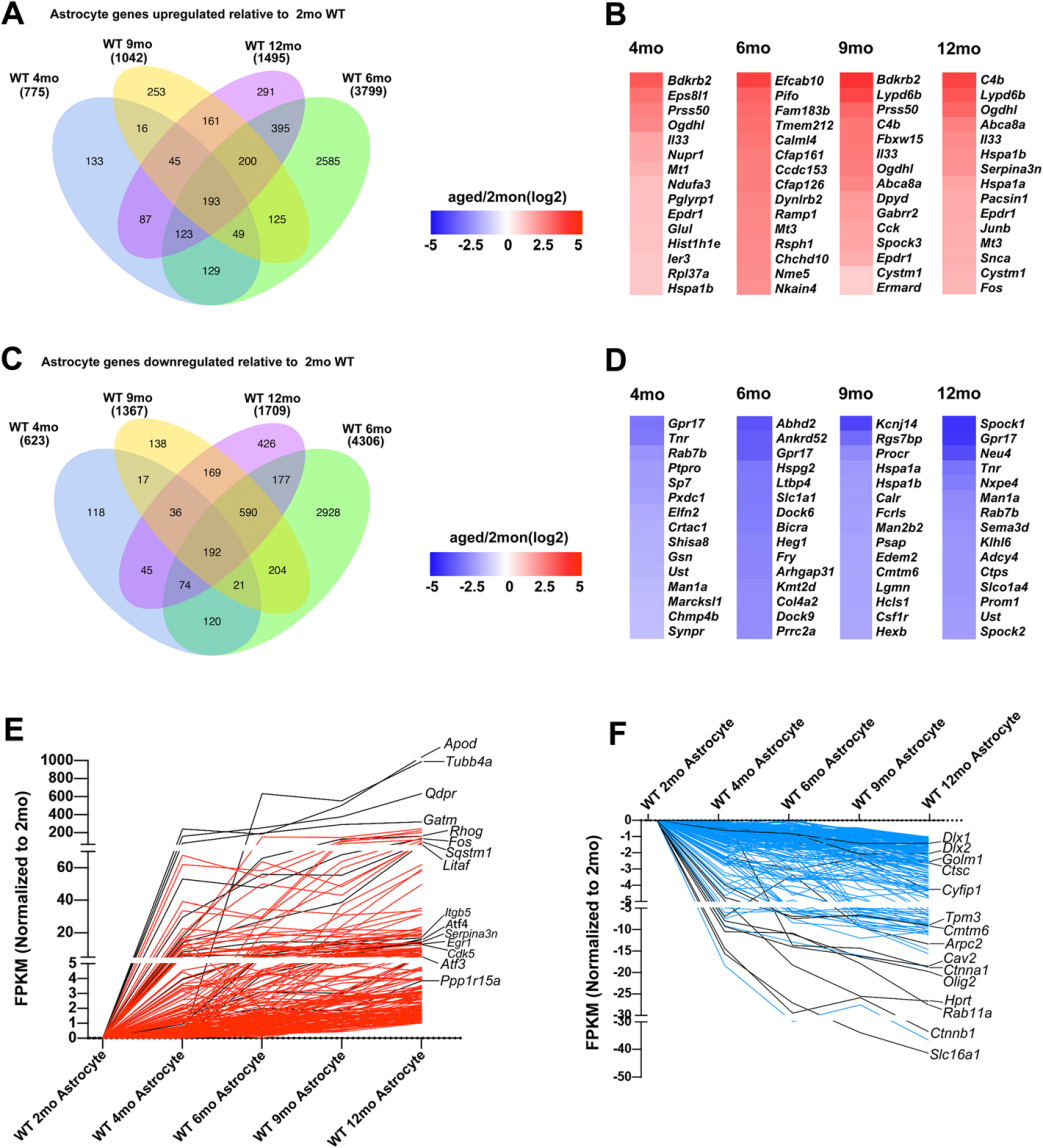
Differential gene expression between adult and aging astrocytes. **a**–**d** Upregulated and downregulated genes, determined using DESeq2 analysis, between mature-adult mice (2 months) and aging mice (4 months, 6 months, 9 months, 12 monts); adjusted *p* < 0.05, |log_2_ fold-change| > 0.5. **a** Venn diagram showing upregulated genes in astrocytes. **b** Heatmap of top 15 genes upregulated in astrocytes. **c** Venn diagram showing downregulated genes in astrocytes. **d** Heatmap of top 15 genes downregulated in astrocytes. **e** and **f** STEM analysis of upregulated genes (**e**) and downregulated genes (**f**) in astrocytes during aging

**Fig. 5:**
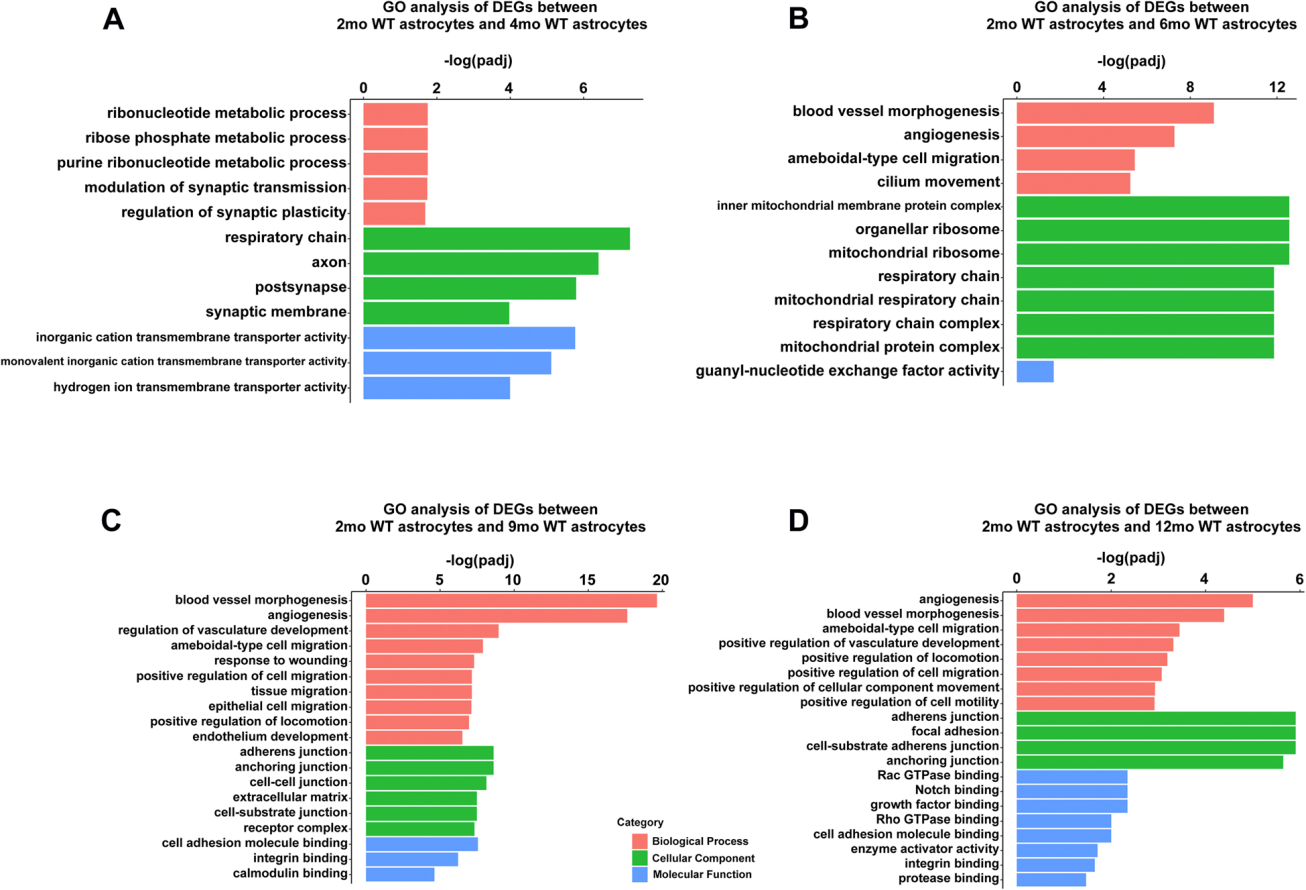
GO analysis of age-related genes between (4 months, 6 months, 9 months, 12 months) WT and (2 months) WT in astrocytes samples. **a**, **b**, **c, d** Representative GO results of age-related genes between 4- (**a**), 6- (**b**), 9- (**c**), 12- (**d**), and 2-month WT in astrocytes samples

The reactive-astrocyte markers Serpina3n and Osmr were expressed at higher levels in 12-month astrocytes than in 2-month astrocytes, whereas *Il33* expression showed significant differences in all comparisons. Specifically, 193 genes were upregulated (“age-up” astrocyte genes) (Additional file 12 shows the gene list with fold change and *p* values), including a well-known AD risk gene (*Apoe*) and a gene encoding a component of the complement cascade (*C4b*). Moreover, *Snca* (synuclein-α) and *Sncg* (synuclein-γ) were also upregulated throughout aging.

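Serpina3n and Il33 were higher, and Osmr lower, in WT astrocytes of 12 months than of 2 months. Serpina3n, a secreted serine protease inhibitor of reactive astrocytes (ENSMUSG00000021091), was 4.10, 5.03, 9.96, 12.8 and 18.0 FPKM at 2, 4, 6, 9 and 12 months. Osmr, the oncostatin M receptor (ENSMUSG00000022146), was 1.56, 1.76, 0.551, 1.00 and 0.966 FPKM, with a log2 fold change of -0.66 at 12 months. Il33, a nuclear alarmin (ENSMUSG00000024810), was 61.3, 205, 247, 375 and 304 FPKM, with log2 fold changes of 1.73, 2.07, 2.58 and 2.29; oligodendrocytes also express it, and their transcripts were abundant in these columns. Of 13 pan-reactive genes 5, 4, 5 and 4 were higher and 1, 3, 4 and 3 lower at 4, 6, 9 and 12 months. Cd44, an adhesion receptor, and Vim, the intermediate filament vimentin, were lower at 12 months, with log2 fold changes of -1.28 and -0.85, and Gfap, the filament of reactive astrocytes, had one of -0.11. Endothelial markers were lower in these columns too, at a summed FPKM of 1481 at 12 against 3759 at 2 months. Their part in the values of Osmr, Cd44 and Vim was not tested.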

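C4b and Apoe were higher in WT astrocytes at each age after 2 months, C4b increasing with each age and Apoe reaching its highest value at 6 months. C4b, a complement factor that tags synapses for removal (ENSMUSG00000073418), was 1.98, 3.86, 6.27, 12.7 and 25.6 FPKM at 2, 4, 6, 9 and 12 months. Apoe, the main lipid carrier of the brain, was 3445, 6419, 8173, 5749 and 7026 FPKM. In AD astrocytes C4b was 2.14, 5.60, 9.23, 23.1 and 55.2 and Serpina3n 5.00, 8.08, 11.7, 15.8 and 39.1 FPKM over the same ages. C3, the central complement factor, stayed low in WT astrocytes, at 0.0826 FPKM at 2 and 0.234 at 12 months. Of 14 genes at risk loci of Alzheimer's disease, Apoe was higher and Inpp5d, a lipid phosphatase of myeloid cells, lower at 12 months (log2 fold change -1.01). Of the paper's 193 age-up genes, 181 were higher by the fold threshold at all 4 ages, and all 193 had a log2 fold change above 0. Without a p-value, 421 genes were higher at all 4 ages; with 4, 6, 9 or 12 months in place of 2 months, 119, 1825, 114 and 136 genes were higher in all 4 other groups.

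**Figure D3:**
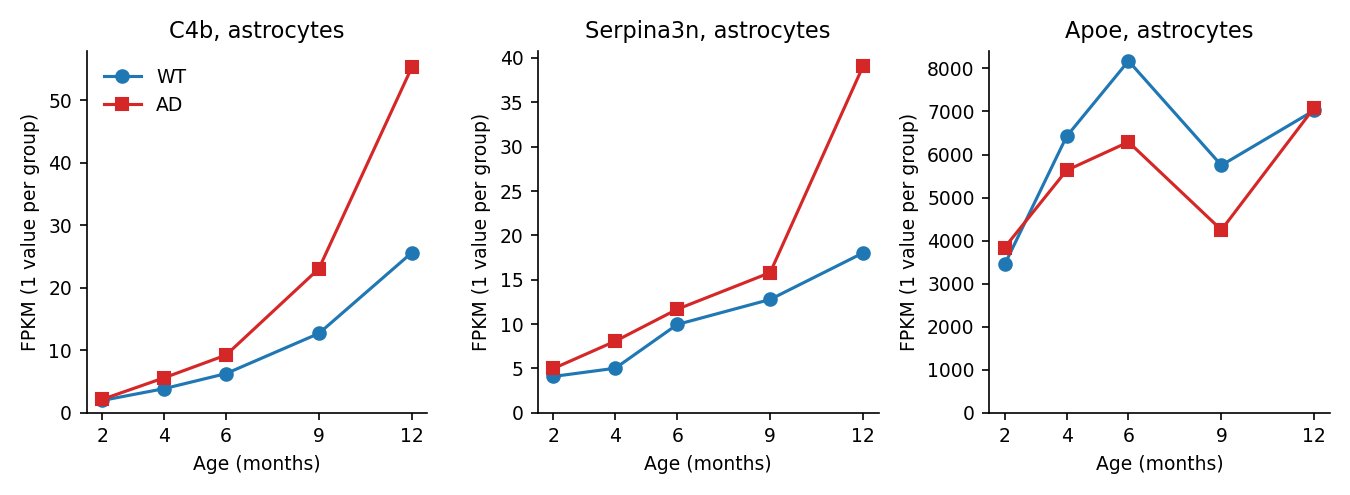
FPKM of C4b, Serpina3n and Apoe in astrocytes (vertical axes, from 0) by age in months (horizontal axes), circles WT and squares AD, 1 group value per point and no error bars because values per library were not used. C4b is highest at 12 months in both genotypes, and Apoe in WT at 6 months.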

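Sncg, which encodes gamma-synuclein, was higher in WT astrocytes at each age after 2 months. Its FPKM (ENSMUSG00000023064) was 10.5, 19.6, 38.6, 18.3 and 26.8 at 2, 4, 6, 9 and 12 months. Syt1, a calcium sensor of synaptic vesicles in neurons, was lower at 4 and 6 months and higher at 9 and 12 months, with log2 fold changes of -0.88, -0.59, 1.25 and 0.65. Of 18 genes by which astrocytes form or remove synapses, 6, 11, 6 and 5 were higher and 1, 3, 3 and 2 lower at 4, 6, 9 and 12 months.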

We also found that age-up genes included several peptidase-inhibitor genes. Two of these genes, *Spock3* and *Timp4*, were upregulated 1.5–3.8-fold throughout aging. 

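Spock3 and Timp4, both inhibitors of matrix metallopeptidases, were higher in WT astrocytes at each age after 2 months. Spock3, a testican proteoglycan (ENSMUSG00000054162), was 13.2, 29.2, 32.3, 45.3 and 33.0 FPKM at 2, 4, 6, 9 and 12 months. Timp4, a tissue inhibitor of metallopeptidases (ENSMUSG00000030317), was 14.1, 22.7, 52.0, 22.0 and 20.4. Other inhibitors went both ways: of 29 peptidase inhibitor genes 7, 12, 8 and 8 were higher and 2, 7, 6 and 6 lower at 4, 6, 9 and 12 months, and the list medians at 4 and 12 months change sign with the scaling. Spock1, a close relative of Spock3, was 7.11 FPKM at 2 and 0.370 at 12 months, and Serpinh1, the collagen chaperone, had a log2 fold change of -1.30 at 9 months. From the higher peptidase inhibitor genes, the paper reasons that astrocytes appear to act as preservers of inflammation when mice age.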

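Cst3, cystatin C, was among the most abundant transcripts of the astrocyte columns. Its FPKM (ENSMUSG00000027447) was 2705, 5938, 9632, 4274 and 5057 in WT astrocytes at 2, 4, 6, 9 and 12 months, with log2 fold changes of 1.13, 1.90, 0.63 and 0.88. After a correction for gene length and GC content the fold at 6 months was 2.40, and Cst3 remained higher. Sparcl1, a secreted matrix protein of astrocytes, was also highest at 6 months, with log2 fold changes of 0.61, 0.82, 0.17 and -0.08. In AD astrocytes Cst3 was 3682, 4636, 7449.5, 2889 and 7537 FPKM.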

Cst3, an endogenous cysteine-protease inhibitor [37–40], was upregulated in the early stages of aging; the expression was increased 2.2-, 3.7-, 1.6-, and 1.9-fold in 4-month, 6-month, 9-month, and 12-month astrocytes relative to that in 2-month astrocytes. Among the age-up astrocyte genes, we also noted significant upregulation of the gene encoding Pcsk1n. 

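Pcsk1n, the inhibitor of prohormone convertase 1, was higher in WT astrocytes at each age after 2 months. Its FPKM (ENSMUSG00000039278) was 33.8, 49.3, 52.8, 51.7 and 83.5 at 2, 4, 6, 9 and 12 months, highest at 12 months. In AD astrocytes Pcsk1n was 34.4, 62.4, 62.7, 42.4 and 47.6 FPKM. At 12 months it was lower in AD than in WT astrocytes, by a log2 fold change of -0.80.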

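Tnr, Nrp1, Ptprs, Slit1 and Sema4f, which restrain growing axons, were lower in WT astrocytes at each age after 2 months. Tnr, the matrix protein tenascin R (ENSMUSG00000015829), was 1.26, 0.180, 0.158, 0.149 and 0.168 FPKM at 2, 4, 6, 9 and 12 months. Nrp1, a semaphorin receptor, was 9.09, 6.05, 2.42, 3.57 and 3.19, and Ptprs, a receptor phosphatase for proteoglycans, 4.98, 3.23, 2.12, 3.55 and 2.66. Slit1, a repellent ligand, had log2 fold changes of -0.92, -1.53, -0.85 and -1.24, and Sema4f, a semaphorin, was 0.704, 0.302, 0.266, 0.271 and 0.169 FPKM. Of 19 axon extension inhibitors 11, 16, 11 and 11 were lower at 4, 6, 9 and 12 months. Tnr is also a marker of oligodendrocyte precursors, and of 12 precursor markers 6, 8, 7 and 8 were lower. The paper's own precursor markers, taken together, were at 5.73 FPKM at 2 months and 2.13 at 6 months, and not lower at 9 and 12 months than at 2 months. Neu4, a sialidase of these precursors, was 2.14 FPKM at 2 and 0.160 at 12 months, and Vcan, the proteoglycan versican, 1.03 and 0.291. Of the paper's 192 age-down genes, 184 were lower by the fold threshold at all 4 ages and all 192 had a log2 fold change below 0. Without a p-value, 427 genes were lower at all 4 ages; with 4, 6, 9 or 12 months as the reference, 275, 2046, 222 and 269 were lower in all 4 other groups.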

We identified 192 genes that are downregulated in astrocytes (“age-down” astrocyte genes) were also identified in this study (Additional file 13), which included some of the genes involved in negative regulation of axon extension, such as Tnr, Nrp1, Ptprs, Slit1, and Sema4f. In addition, it also included a matrix metallopeptidase (Mmp16). 

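Mmp16, a membrane-bound metallopeptidase, was lower in WT astrocytes at each age after 2 months, as was its relative Mmp15. Mmp16 (ENSMUSG00000028226) was 0.762, 0.372, 0.337, 0.499 and 0.236 FPKM at 2, 4, 6, 9 and 12 months and Mmp15 2.12, 1.00, 0.714, 0.890 and 1.10. Mmp14, another membrane-bound member, was not, at 10.3, 10.4, 17.2, 9.96 and 7.42 FPKM. Of 11 matrix metallopeptidase genes 6, 7, 5 and 6 were lower at 4, 6, 9 and 12 months. Adamts4, an aggrecanase that oligodendrocytes also express, was 52.7 FPKM at 2 and 38.0 at 12 months.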

The STEM analysis results are shown in Fig. 4e and f and Additional file 10.

To estimate whether the changed genes in astrocytes are brain region specific, we compared our age-altered astrocytes gene dataset to the genes which are uniquely up/downregulated in astrocytes in different brain regions published before [22]. We found that astrocyte genes shifted their regional expression patterns upon aging. The age-up genes were upregulated in different brain regions, including 37 genes in cerebellum, 6 in visual cortex, 16 in hypothalamus, and 2 in all brain regions (Additional file 14 A-B). Interestingly, age-down genes were also downregulated in brain regions, such as 69 in cerebellum, 13 in motor cortex, 16 in visual cortex, and 102 in hypothalamus (Additional file 14 C-D). Importantly, we also found that the human [36] and mouse astrocyte genes affected by aging shared 17 orthologous genes (Additional file 14 E). Cross-sectional genes were shown in Additional file 15.

Most DEGs were altered exclusively in either microglia or astrocytes. However, 4 genes were included among both age-up microglial genes and age-up astrocyte genes: *Cxcl10*, *Ccl2*, *Scoc*, which regulate amino acid-starvation-induced autophagy [41], and *Mri1*, which is involved in the methionine salvage pathway. Conversely, 7 genes were downregulated in both microglia and astrocytes: *Man2b2*, *Ptbp1*, *Prrc2a*, which control oligodendroglial specification and myelination by functioning as a newly identified m^6^A reader [42]; *Midn*, which regulates glucokinase enzyme activity [43]; *Fscn1*, which is required for filopodial formation in neural crest cells [44]; *Clcn6*, which is related to voltage-gated chloride channel activity; and *Pik3r4*, which is involved in the formation of autophagosomes [45].

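Cxcl10, Ccl2, Scoc and Mri1 were higher in WT astrocytes as in WT microglia at each age after 2 months. In astrocytes Cxcl10 (ENSMUSG00000034855) was 0.224, 0.844, 0.604, 0.670 and 1.70 FPKM at 2, 4, 6, 9 and 12 months, with log2 fold changes of 1.54, 1.18, 1.22 and 2.46, and Ccl2, the monocyte chemokine, 1.02, 4.34, 2.61, 2.50 and 4.30. Scoc was 8.89, 15.1, 19.1, 21.4 and 22.6 FPKM, and Mri1, an isomerase of methionine salvage, 2.52, 4.21, 5.42, 4.95 and 5.49 in astrocytes and 4.59, 6.95, 7.83, 8.37 and 8.04 in microglia. In 2-month AD microglia, Scoc was 23.2 FPKM, a log2 fold change of 3.02 against WT microglia of that age. In all, 47 genes were higher at all 4 ages in both cell types by the fold threshold, against 8.42 if the lists were independent. The methods stain the suspension of a single brain for both cell types together, which points to the same mice. In that case 8.42 is no baseline, though no library is matched to a brain in the sources used here. After the length and GC correction there were 28, and without the 6-month groups 90. These 47 also held Cxcl1 and Ccl7, further chemokines, Junb, an immediate-early gene, and Ifi27l2a, an interferon-induced gene.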

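Man2b2, Prrc2a, Midn, Fscn1, Clcn6 and Pik3r4 were lower at each age after 2 months in WT microglia and in WT astrocytes. Prrc2a, a reader of methylated RNA (ENSMUSG00000024393), was 8.51, 5.10, 1.26, 5.59 and 3.45 FPKM in microglia and 4.97, 3.22, 0.955, 3.35 and 3.10 in astrocytes at 2, 4, 6, 9 and 12 months, lowest at 6 months in both. Midn, a nuclear protein that brings substrates to the proteasome, was 5.88, 2.93, 1.06, 3.47 and 1.80 FPKM in microglia and 4.54, 2.36, 0.512, 1.86 and 1.82 in astrocytes. Fscn1, which bundles actin in filopodia, was 81.1, 45.2, 45.2, 45.3 and 35.9 FPKM in microglia and 42.5, 20.2, 20.9, 23.6 and 20.7 in astrocytes. Man2b2 had log2 fold changes of -0.99, -1.12, -0.58 and -0.95 in astrocytes at 4, 6, 9 and 12 months. Clcn6, a chloride transporter of endosomes, had a log2 fold change at 12 months of -0.72 in microglia and -0.76 in astrocytes, and Pik3r4, a subunit of the lipid kinase of autophagosomes, of -0.56 and -0.89. In all, 20 genes were lower at all 4 ages in both cell types. The 7.02 for independent lists is no baseline if both cell types came from the same mice, to which the methods point. After the length and GC correction there were 35, more than were then higher.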

### Interaction of microglia and astrocytes during aging and AD

Previous study by Liddelow et al. [46] showed that activated microglia induced A1 astrocytes by secreting Il-1α, TNF, and C1q, also happening in normal aging [47]. 

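Tnf and Il1a, inducers of A1 astrocytes, were higher in WT microglia, Tnf from 4 and Il1a from 6 months on, and C1qa was lower at 9 and 12 months. Cxcl10 and Serpina3n, the reactive genes that the paper shows for WT astrocytes, were higher at 12 months and before, Cxcl10 from 4 months, no later than Tnf, and Serpina3n from 6 months. Il1a, interleukin 1 alpha (ENSMUSG00000027399), was 186, 233, 472, 469 and 386 FPKM in WT microglia at 2, 4, 6, 9 and 12 months and 205, 348, 158, 365 and 257 in AD microglia. Tnf was 68.0, 152, 80.5, 291 and 235 FPKM in AD microglia. C1qa, a chain of the complement starter C1q (ENSMUSG00000036887), was 9879, 9868, 10551, 6315 and 5639 FPKM in WT and 10144, 7643, 10921, 5349.9 and 10625 in AD microglia. Neither is among 11 other listed A1 genes, of which 1, 2, 1 and 1 were higher and 0, 4, 6 and 4 lower in WT astrocytes at 4, 6, 9 and 12 months. Fbln5, a matrix protein, was the A1 gene higher at 12 months, at 1.43 FPKM against 0.893, while H2-D1, a class I heavy chain, was 33.6 against 89.7. Against WT of the same age, AD astrocytes had 0, 1, 1, 0 and 2 A1 genes higher and 2, 7, 0, 0 and 1 lower at 2, 4, 6, 9 and 12 months. The small median at 12 months changes sign after the length and GC correction. At 4 months endothelial markers were also lower in AD, at 1946 against 4293 FPKM, and the A1 list held 129 against 212. In WT both sums were lower at 12 than at 2 months, at 1481 against 3759 and 109 against 205. Whether endothelial transcripts carry part of the A1 values was not tested. Of 9 A2 genes 3, 3, 1 and 2 were higher in WT astrocytes at 4, 6, 9 and 12 months, though their median at 6 months changes sign with the scaling. For AD astrocytes the paper shows Cxcl10, Serpina3n, Aspg, Gfap, Fbln5 and Fkbp5. Their order in time against Tnf and Il1a in AD was not examined here. From the order of inducer and reactive genes in time, the paper proposes that microglia may bring about A1 astrocytes in aging and AD.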

In the progression of WT and AD, we also found that inflammatory inducer cytokines secreted by microglia appeared earlier than the upregulation of neuroinflammatory genes in A1-like reactive astrocytes (Additional file 16), indicating that microglia might induced A1 astrocytes in aging and AD progression.

### Validation of RNA-seq profiles by using qPCR and RNAscope

We validated our RNA-seq data through qPCR performed using a new cohort of animals. For age-altered genes, we selected 15 genes from microglia and astrocytes respectively (5 age-up genes, 5 genes expressed no difference in age, 5 age-down genes). For each time point of WT/AD mice, we selected 9 genes from microglia and astrocytes (3 showing elevated expression in 2-month WT mice, 3 equally expressed, and 3 showing increased expression in 2-month AD mice; genes for 4 months, 6 months, 9 months, and 12 months were selected in a similar manner). Data were expressed as 2^-ΔΔCt^ by using the *Gapdh* transcript as an internal reference standard. The expression analyses performed on the selected genes yielded results that were superimposable with the results obtained using RNA-seq (Fig. 6 and Additional file 17).

**Fig. 6:**
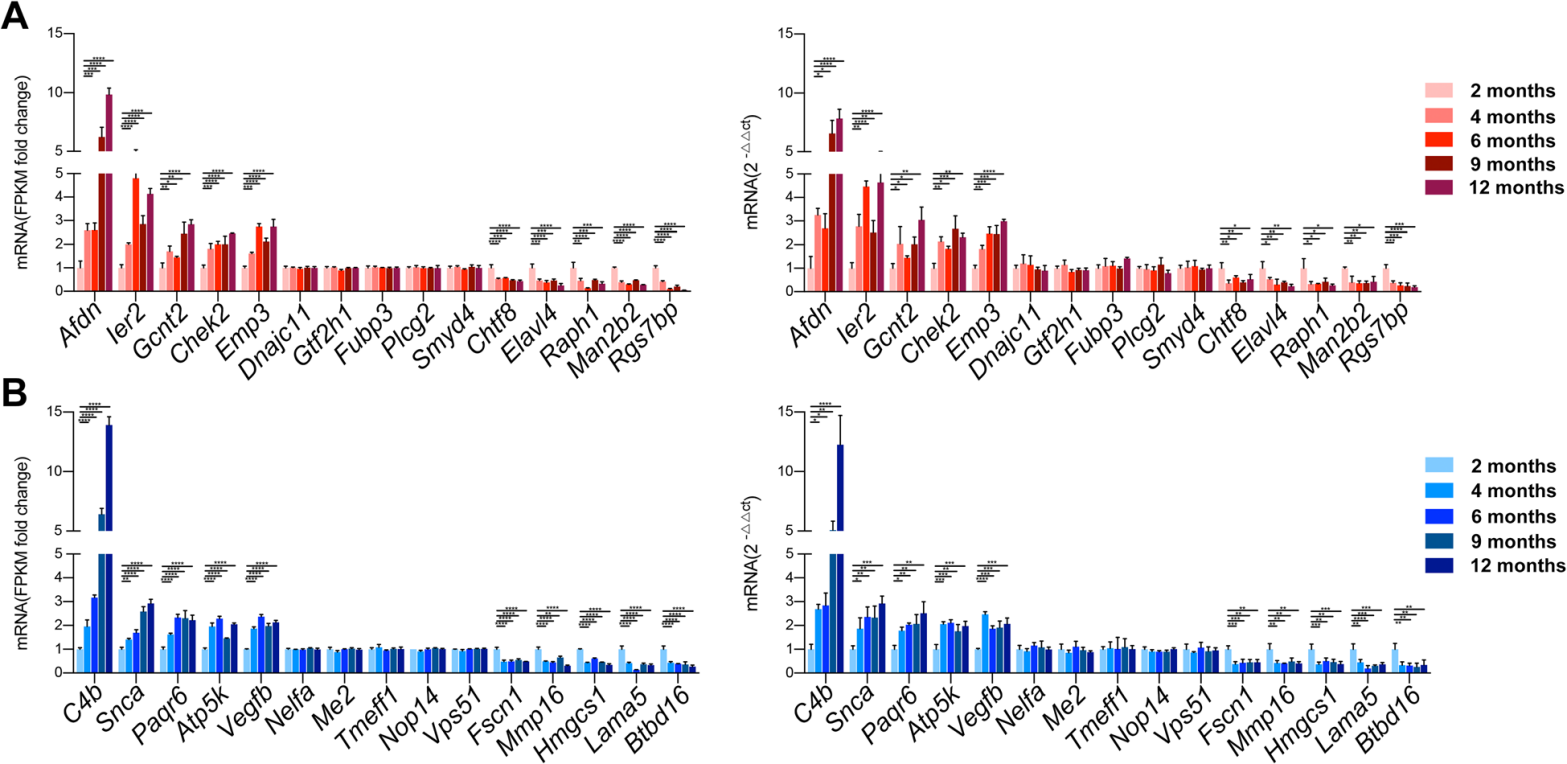
Validation of RNA-seq data between 5 time points WT samples. **a** Expression analyses performed on selected genes yielded results superimposable with results obtained from RNA-seq analyses of microglia. **b** Expression analyses performed on selected genes yielded results superimposable with results obtained from RNA-seq analyses of astrocytes. Columns represent means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05; left: comparisons of DESeq2-analysis values between 2-month and aging samples (4 months, 6 months, 9 months, 12 months); right: unpaired *t* tests for comparing 2 samples

To confirm mRNA changes in the case of age-up genes from microglia and astrocytes, we performed dual RNAscope in situ hybridization on samples from WT mice belonging to the 5 age groups. We used Itgam (CD11b) as a universal microglial marker and Slc1a3 as a universal astrocyte marker, and we examined an age-up gene (*Cxcl10*) and an age-down gene (*Ptbp1*) from the RNA-seq analysis (Fig. 7e, f). We determined the total dual-positive cell numbers for Itgam^+^ microglia or Slc1a3^+^ astrocytes that also expressed Cxcl10 or Ptbp1 in the hippocampus, cortex, and cerebellum, as well as the number of target-probe dots per cell. We found a similar fold-change in FPKM as in the RNA-seq data (Fig. 7a–d, g–f): *Cxcl10* and *Ptbp1* were significantly upregulated and downregulated, respectively, with age in both microglia and astrocytes.

**Fig. 7:**
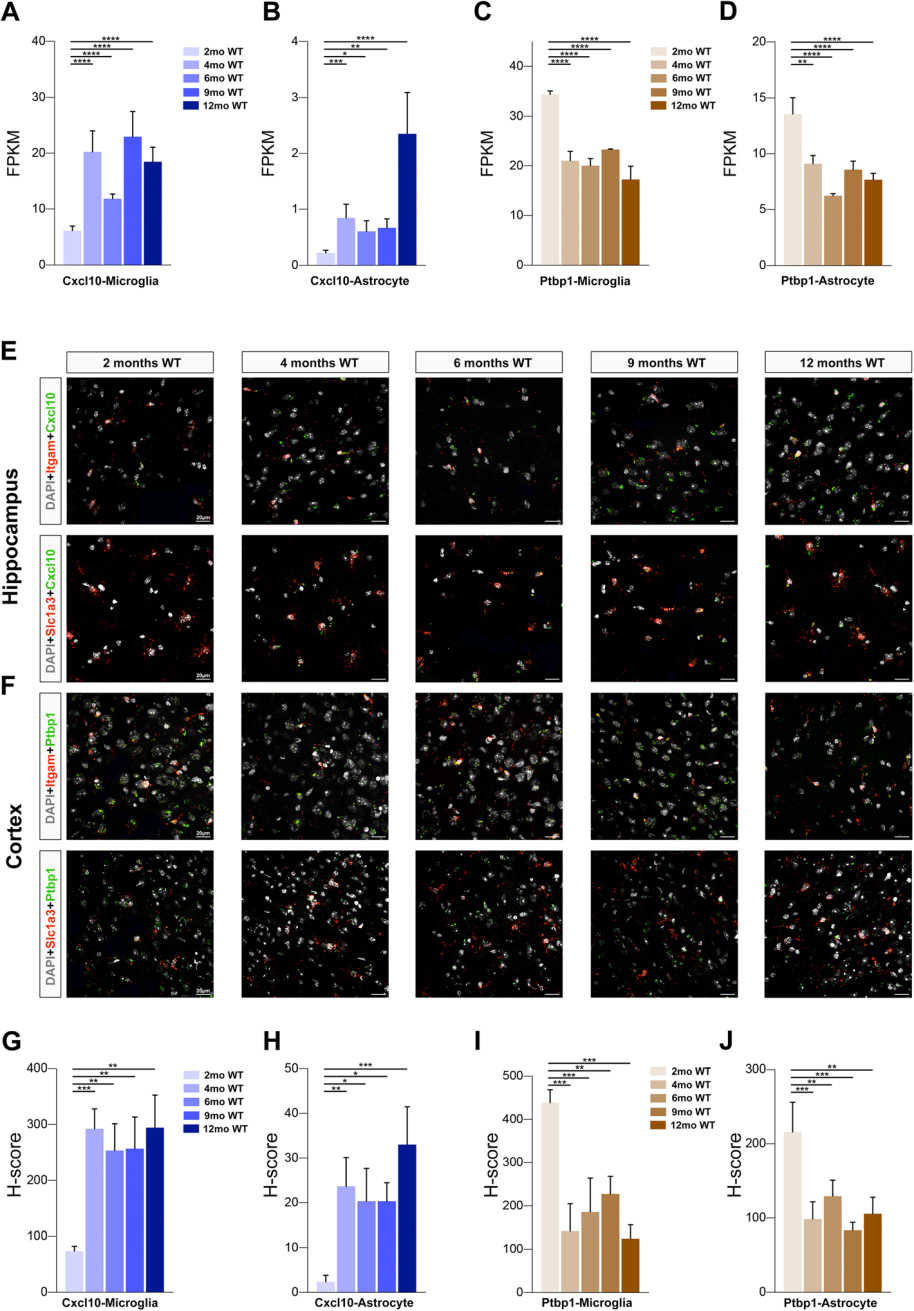
Validation of aging-induced changes in microglial and astrocyte gene expression by using in situ hybridization. **a**–**d** Bar graphs of RNA-seq data showing FPKM values determined for Cxcl10 in microglia (**a**), Cxcl10 in astrocytes (**b**), Ptbp1 in microglia (**c**), and Ptbp1 in astrocytes (**d**) upon aging. Columns represent means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, for comparisons of DESeq2-analysis values between 2-month and aging samples (4 months, 6 months, 9 months, 12 months). **e** and **f** Representative in situ hybridization images for Cxcl10 (**e**) and Ptbp1 (**f**) showing colocalization with a microglial marker (Itgam) and astrocyte marker (Slc1a3) in cortex and hippocampus in 2-month, 4-month, 6-month, 9-month, and 12-month mice. Scale bar, 20 μm. **g**–**j** Bar graphs depicting quantification of H-score of Itgam + microglia and Slc1a3 + astrocytes expressing detectable levels of Cxcl10 and Ptbp1 mRNAs upon aging: (g) Cxcl10 in microglia, (**h**) Cxcl10 in astrocytes (**i**), Ptbp1 in microglia, and (**j**) Ptbp1 in astrocytes. One-way ANOVA followed by Dunnett post hoc test; data are shown as means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05; *n* = 3 animals

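Ptbp1, a splicing repressor that holds neuronal exons back, was lower at each age after 2 months in WT microglia and WT astrocytes. Its FPKM (ENSMUSG00000006498) was 34.4, 21.1, 20.1, 23.3 and 17.3 in microglia and 13.6, 9.11, 6.24, 8.58 and 7.68 in astrocytes at 2, 4, 6, 9 and 12 months. The log2 fold changes against 2 months were -0.77, -0.71, -0.57 and -0.99 in microglia and -0.58, -1.04, -0.68 and -0.83 in astrocytes. In AD mice Ptbp1 was 33.9, 22.5, 17.4, 24.1 and 17.9 FPKM in microglia and 12.0, 8.92, 5.22, 9.25 and 5.33 in astrocytes.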

### Association of age-altered genes in AD transcriptomes

AD is a heterogeneous disease in which multiple detrimental factors contribute to cognitive loss and disease escalation [14]. To determine the aging transcriptomes in AD, we analyzed the expression of age-altered genes at 5 different time points in WT and AD mice. We found that most age-up genes were highly expressed in AD mice as compared to WT mice at the same time points. In contrast, age-down genes were highly expressed in WT mice (Fig. 8). 

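At 2 months most age-up genes had a log2 fold change above 0 in AD against WT mice, fewer of them past the fold threshold, and at 4, 6 and 9 months about as many or more were below 0. The chemokine gene Ccl2, for example, had log2 fold changes of 0.07, -0.20, -1.92, -0.18 and -0.30 in AD against WT microglia at 2, 4, 6, 9 and 12 months, and the inhibitor gene Nfkbia of 0.53, 0.91, -1.08, -0.14 and -0.24. Of the 48 age-up microglial genes, 46, 24, 21, 17 and 29 had a log2 fold change above 0 at these ages. Of the 193 age-up astrocyte genes 178, 45, 75, 49 and 142 did. Age-down genes below 0 in AD numbered 36, 16, 26, 19 and 23 of 41 in microglia and 163, 69, 81, 62 and 146 of 192 in astrocytes. By the fold threshold 25 of the microglial age-up genes were higher and none lower at 2 months, and of the astrocyte age-up genes 47 higher and 2 lower. The lists were chosen against the WT 2-month column, which is also the reference of the AD comparison at 2 months. They were chosen as well for the WT columns of 4, 6, 9 and 12 months, the references at those ages. That choice can leave fewer age-up genes above 0, and fewer age-down genes below 0, at these 4 ages. The counts are thus not free of the choice at any age. From the level of age-up genes in AD mice, the paper proposes that age-linked changes come earlier in AD.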

Then we compared the expression of age-altered genes in microglia or astrocytes isolated from 12-month WT vs. 12-month AD mice. 

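Among the age-up microglial genes, Ccl12, Emp3 and Ifi27l2a were higher in AD than in WT microglia at 12 months, and Chek2 and Afdn lower. Ccl12, a chemokine for monocytes, had log2 fold changes of 0.37, -0.16, -0.63, -0.21 and 1.07 at 2, 4, 6, 9 and 12 months. Ifi27l2a, induced by interferon, was 235 FPKM in AD microglia of 12 months, a log2 fold change of 2.82, and Emp3, a membrane protein of macrophages, had one of 0.79. Chek2, a checkpoint kinase, had a log2 fold change of -0.75, and Afdn, a junction protein, of -0.95. Of the 48 age-up genes 19 were higher by the fold threshold and 5 lower. After quantile normalization 15 were higher and 12 lower, and the AD group of 12 months stands apart together with the 6-month groups. In the AD mice themselves 12 of the 48 were higher by the fold threshold at all 4 later ages than at 2 months. By a log2 fold change above 0, 34 were.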

We found that among the 28 age-up genes in microglia from 12-month AD mice, 13 showed a significant increase (adjusted *p* < 0.05, |log_2_ fold-change| > 0.5) relative to the age-matched control (Fig. 8a), whereas 4 of the 28 genes were downregulated. 

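Among age-down microglial genes, Prrc2a and Midn were lower in AD than in WT microglia at 12 months, while Nrp1 and Elavl4 were higher. Prrc2a, the reader of methylated RNA, had a log2 fold change of -1.31 and Midn of -0.58; both were also low in the 6-month groups, which resemble the AD group of 12 months. Nrp1, the semaphorin receptor, was 6.34 FPKM in AD and 1.06 in WT microglia. Man2b2 and Ptbp1, a mannosidase and a splicing repressor, differed little, with log2 fold changes of 0.18 and 0.09. Of the 41 age-down genes 8 were lower by the fold threshold in AD and 5 higher. After a correction for gene length and GC content, 4 were lower and 9 higher. In the AD mice themselves 15 of the 41 were lower by the fold threshold at all 4 later ages than at 2 months. By a log2 fold change below 0, 32 were.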

Among the age-down microglial genes, 7 genes were significantly downregulated in AD mice (Fig. 8b). We also analyzed age-related astrocyte genes in AD progression, and we found that 33 age-up genes were strongly upregulated and 53 age-down genes were markedly downregulated in 12-month AD mice (Fig. 8c, d). 

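C4b, Serpina3n and Spock3 were higher in AD than in WT astrocytes at 12 months, and Slit1, Lama5 and Midn lower. C4b and Serpina3n, a complement factor and a protease inhibitor of reactive astrocytes, had log2 fold changes of 1.11 and 1.12 at 12 months. Spock3, a testican, had log2 fold changes of 0.16, -0.11, 0.57, -0.44 and 0.84 in AD against WT at 2, 4, 6, 9 and 12 months. Apoe differed little between genotypes in astrocytes, with log2 fold changes of 0.13, -0.26, -0.42, -0.46 and 0.02. Slit1, the axon repellent, had a log2 fold change of -0.61 at 12 months, Midn of -1.46 and Lama5, a laminin chain, of -0.76, or 0.10 after a correction for gene length and GC content, and the AD group of 12 months resembles the 6-month groups here too. By the fold threshold 46 of the 193 age-up genes were higher and 8 lower, and 69 of the 192 age-down genes were lower and 7 higher. With that correction, 45 age-down genes were lower. In the AD mice themselves, 41 age-up genes were higher and 82 age-down genes lower by the fold threshold at all 4 later ages than at 2 months. By a log2 fold change of any size, 135 age-up genes were higher and 183 age-down genes lower.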

As shown in Additional file 18, we identified several cross-changed genes between the DEGs (genes are altered in both aging and Alzheimer’s disease) and the DEGs (genes are altered in different AD groups compared with 2-month AD controls).

**Fig. 8:**
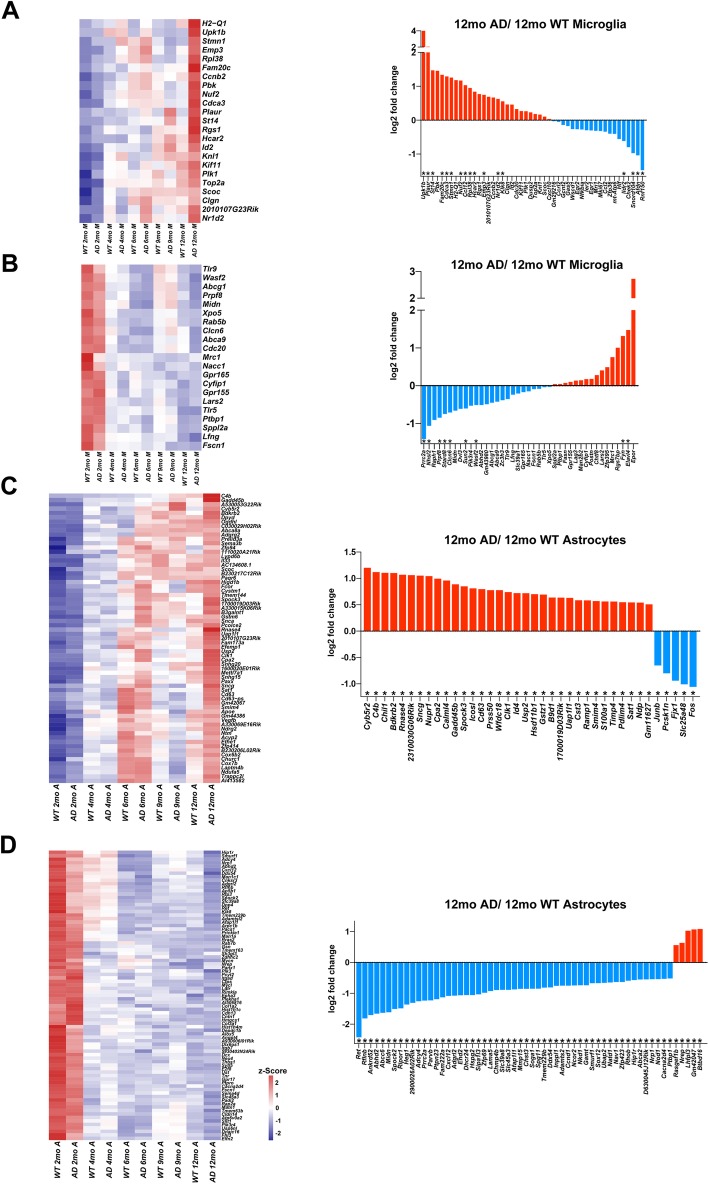
Age-related gene-expression and variation between AD (12 months) and WT (12 months) mice. **a**–**d** (left), Heatmap represent the age-up microglial gene (**a**); age-down microglial gene (**b**); age-up astrocyte gene (**c**), and age-down astrocyte gene at 5 time points WT/AD samples. *Z* scores are calculated from gene FPKM values (upregulation in red, downregulation in blue, neutral in white). **a**–**d** (right), Age-up microglial gene (**a**); age-down microglial gene (**b**); age-up astrocyte gene (**c**), and age-down astrocyte gene (**d**) expression between AD (12 months) and WT (12 months) samples. Log_2_ fold-change based on RNA-seq data, between 12-month AD and 12-mo WT mice; *adjusted *p* < 0.05, |log_2_ fold-change| > 0.5. **c** and **d** (right) Only genes that exhibited statistically significant changes in expression are shown

### Nonmonotonically changed age-related genes

We used STEM analysis to cluster gene sets that showed similar trends in a certain category at 5 time points between 2 and 12 months. As shown in Fig. 9a, the expression of genes was upregulated sharply from 4 months, peaked at 6 months, downregulated again, and stabilized at 9 months. 

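Nuclear genes of oxidative phosphorylation were highest at 6 months in WT microglia and near their 2-month level at 4, 9 and 12 months. Of 78 such genes 4, 74, 0 and 1 were higher at 4, 6, 9 and 12 months, with a list median of 0.87 at 6 months on the log2 scale. Ndufb8 of complex I was 21.6, 22.7, 39.2, 23.7 and 20.0 FPKM at 2, 4, 6, 9 and 12 months, Sdhb of complex II 65.3, 61.4, 115, 66.1 and 63.4 and Uqcrq of complex III 37.2, 44.0, 76.8, 41.6 and 38.8. Cox6c of cytochrome oxidase had log2 fold changes of 0.23, 0.84, 0.11 and -0.07 and Atp5e of the ATP synthase of 0.18, 1.06, 0.12 and 0.18. Proteasome genes went the same way, 26 of 29 being higher at 6 months with a median of 0.74, as did 54 of 78 genes of cytosolic ribosomal proteins. Mitochondrially encoded genes had another course, 11 of 13 being higher at 4 months and 12 at 9 months; mt-Nd1, a subunit of complex I, was 707, 1277, 1039, 1456 and 876 FPKM. In AD microglia 69 of the nuclear genes were higher at 6 months and 68 at 12 months than at 2 months.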

The GO analysis showed that DEGs mainly involved in “mitochondrion organization” and “cellular respiration”. The DEGs were downregulated from 2 to 6 months and then upregulated are shown in Fig. 9i. These differentially expressed genes were involved in histone modification pathway. 

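Genes of histone methyltransferases, acetyltransferases and chromatin remodelers were lowest at 6 months in WT microglia. Of 25 such genes 3, 21, 0 and 2 were lower at 4, 6, 9 and 12 months, and the list median at 6 months was -0.95 on the log2 scale. Kmt2d, a histone H3 methyltransferase of enhancers (ENSMUSG00000048154), was 5.97, 3.78, 1.17, 4.93 and 3.82 FPKM at 2, 4, 6, 9 and 12 months. Crebbp, a histone acetyltransferase, was 7.37, 5.77, 2.86, 6.72 and 7.38, and Arid1a, a subunit of the SWI/SNF remodeler, 12.1, 13.0, 5.91, 13.2 and 15.8. Malat1, a long nuclear RNA, was 410.4, 994, 115, 426 and 590.2 FPKM and also lowest at 6 months. In AD microglia 20 of the list were lower at 6 months and 20 at 12 months than at 2 months. By the fold threshold 4126 genes were higher and 4372 lower in WT microglia of 6 months than on average at the other ages, 48.6% of them higher. With size factors taken from genes of at least 1 FPKM, 25.2% were higher.

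**Figure D4:**
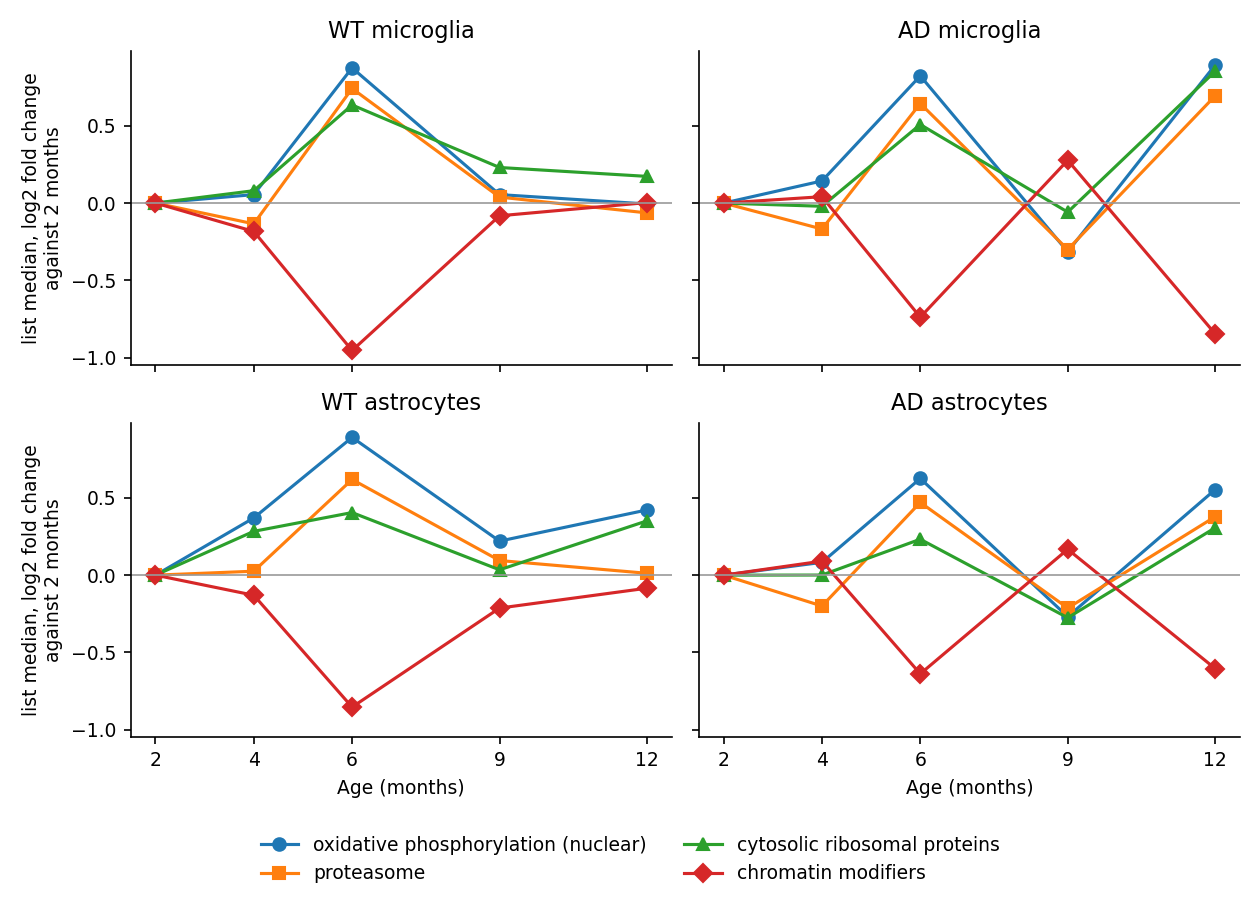
Median log2 fold change against 2 months of the same genotype (vertical axes) by age in months (horizontal axes) for 4 gene lists, in WT and AD microglia (top) and astrocytes (bottom), 1 value per list and age. Chromatin modifiers are low, and the other lists high, at 6 months in all 4 panels and at 12 months in AD; the ribosomal list in astrocytes at 6 months changes sign after a correction for gene length and GC content, in both genotypes, and in AD after quantile normalization.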

Other trends in microglial genes with the same pattern are shown in Fig. 9.

**Fig. 9:**
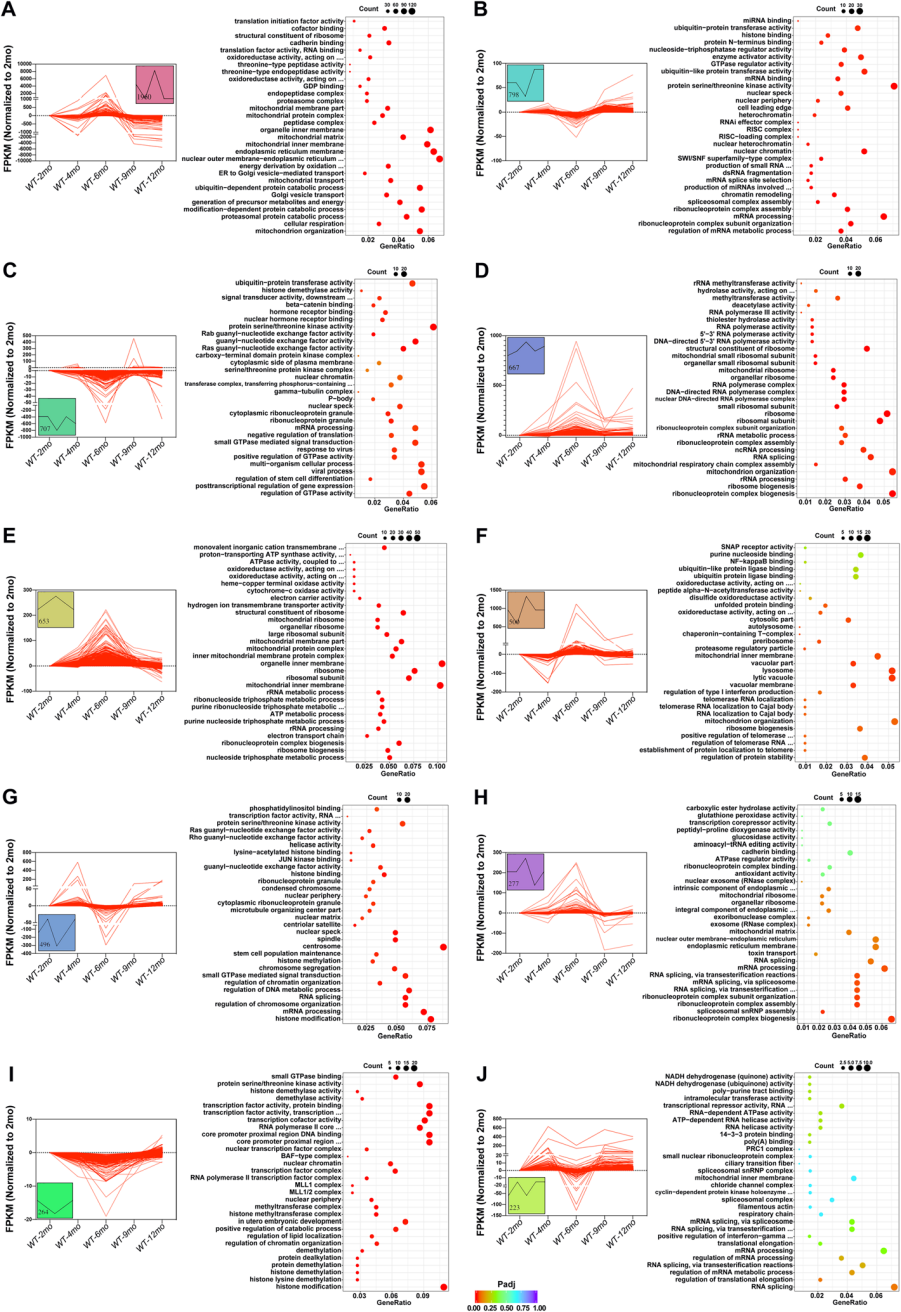
STEM and GO analysis of age-related microglial DEGs clustered by the same pattern. **a**–**g** (left), STEM analysis of age-related microglial DEGs clustered by the same pattern. Trends in genes with the same pattern are shown in the box and the number represents the number of genes. **a**–**g** (right), GO analysis of the genes shown in left

Similarly, we also found that a cassette of genes in astrocytes at different time points showing a same variation tendency. We performed GO analysis on these fixed trend genes and the results were shown in Fig. 10. 

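In astrocytes too, nuclear genes of oxidative phosphorylation were highest and genes of chromatin regulators lowest at 6 months. Of 78 nuclear genes of oxidative phosphorylation 74 were higher at 6 months in WT astrocytes, 5 at 9 and 33 at 12 months. Ndufb8 of complex I was 32.9, 43.0, 66.2, 44.6 and 53.2 FPKM at 2, 4, 6, 9 and 12 months, and Sdhb of complex II 80.4, 90.8, 169.9, 98.5 and 85.9. Of 25 chromatin modifiers 19 were lower at 6 months, with a list median of -0.85 on the log2 scale. Kmt2d, the enhancer methyltransferase, was 3.18, 2.30, 0.589, 2.63 and 2.53 FPKM in WT astrocytes. Homeostatic astrocyte genes were higher in WT as well, 13 of 18 at 6 months. Gja1, the gap junction protein of astrocytes, was 40.9, 79.2, 137, 64.8 and 47.3 FPKM and Aldoc, a glycolytic enzyme, 384, 754, 1145, 649.6 and 606. AD astrocytes did not share this: the list held 0.897% of the summed FPKM at 2 and 0.833% at 6 months, against 0.685% and 1.25% in WT. In AD astrocytes 57 of the respiratory genes were higher at 6 months and 42 at 12 months than at 2 months. Higher genes made up 47.8% of those past the threshold between WT astrocytes of 6 months and the mean of the other ages, and 33.2% with size factors taken from genes of at least 1 FPKM. From the pathways in different patterns, the paper proposes that these genes act at different stages.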

“Transcription cofactor activity” (Fig. 10d, e), “mitochondrial protein complex/membrane/matrix” (Fig. 10a, b, c, and h) and other pathways were involved in different patterns of DEGs, indicating that they may play different roles at different stages.

**Fig. 10:**
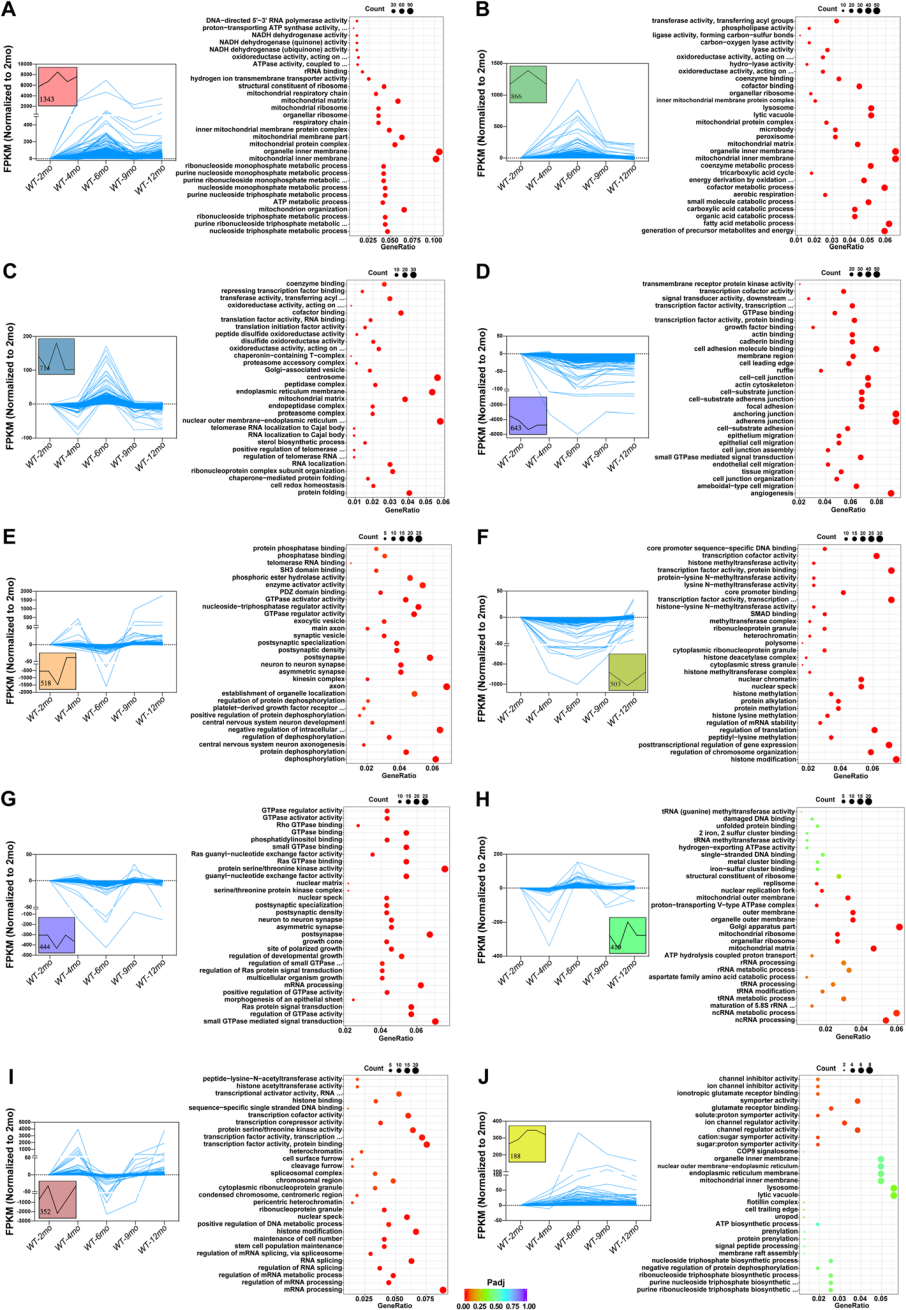
STEM and GO analysis of age-related astrocyte DEGs clustered by the same pattern. **a**–**g** (left), STEM analysis of age-related astrocyte DEGs clustered by the same pattern. Trends in genes with the same pattern are shown in the box and the number represents the number of genes. **a**–**g** (right), GO analysis of the genes shown in left

## Discussion

The results of this study indicate that microglia exhibit an increase in responsiveness to inflammation stimuli with age, which is reflected by the consistently elevated expression of inflammatory-response genes, whereas astrocytes appear to function as “preservers” of inflammation, which is reflected by the upregulation of peptidase-inhibitor genes upon aging. In this study, we tried our best to reduce the artificial effect of the dissociation process. Although there are three biological replicates at each time point, individual differences still cannot be ignored. In this study, we have not found a significant difference of the percentage of microglia and astrocytes overtime.

Transcriptome differences between microglia and astrocytes during aging have been addressed in a few previous studies. Aged astrocytes (2 years old) were shown to upregulate genes involved in synapse elimination but to minimally alter the expression of homeostasis-related genes [22], and 2-year-old astrocytes were also reported to adopt the reactive phenotype of neuroinflammatory A1-like reactive astrocytes [47]. Our astrocyte gene-expression dataset agrees with the findings of the previous studies, because we also detected a significant decrease in *Thbs1*, an increase in *Thbs2*, *C4b*, *Cxcl10*, and reactive-astrocyte genes (*Osmr*, *Serpina3n*), and no change in homeostasis genes (*Aldh1l1*, *Aqp4*) in our 12-month astrocyte samples relative to the expression in 2-month astrocytes. Similarly, the DEGs identified between our 12- and 2-month microglial samples broadly agreed with previous RNA-seq profiles of microglia from the aged brain (24 months). 

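Thbs1 was lower and Thbs2 higher in WT astrocytes of 12 months than of 2 months, and Aldh1l1 and Aqp4 differed by less than the threshold. Thbs1, a thrombospondin that promotes synapses (ENSMUSG00000040152), was 1.07, 0.573, 0.469, 0.414 and 0.410 FPKM at 2, 4, 6, 9 and 12 months, and Thbs2, its relative (ENSMUSG00000023885), 0.736, 0.967, 1.67, 2.64 and 1.35. Aldh1l1, the folate enzyme, had log2 fold changes of 0.41, 1.01, 0.36 and -0.08 at 4, 6, 9 and 12 months, and Aqp4, the water channel, of 0.35, 0.72, 0.42 and -0.01. At 6 months both were higher, and of 18 homeostatic genes Glul, S100b, Aldoc and Gpr37l1 were higher and Atp1b2, a sodium pump subunit, lower at 12 months. The reactive gene Serpina3n had a log2 fold change of 2.09 at 12 months and C4b of 3.61.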

Age-up genes in astrocytes, *C4b,* involved in synapse elimination [48]; *Snca* and *Sncg*, 2 genes related to Parkinson’s disease pathogenesis [49] that also play several roles in synaptic activity, such as regulation of synaptic-vesicle trafficking and subsequent neurotransmitter release [50, 51], suggesting that astrocytes play a critical role in synapse elimination and synaptic transmission. *Spock3* and *Timp4*, encode proteins that participate in inhibiting matrix metalloproteinases (MMPs) involved in the degradation of the extracellular matrix [52], and the other genes encode proteins that inhibit lipoteichoic acid-induced NF-κB, MAP kinase, and Akt activities [53] and decrease the invasion and metastasis of tumor cells in the brain [54]. Pcsk1n, an inhibitor of prohormone convertase 1 that regulates the proteolytic cleavage of neuroendocrine peptide precursors [55]. Cst3, can function as a protective factor in the AD brain, and its mechanisms of action include inhibition of cysteine proteases, induction of autophagy, induction of cell division, and inhibition of Aβ oligomerization and amyloid-fibril formation [56–59]. Cst3 is known to be enriched in adult astrocytes throughout the brain [60], but the role of Cst3 in astrocytes during aging has remained obscure. Inhibition of proteolysis has been shown to protect neurons against ischemia [61, 62], which suggests that astrocytes might protect neurons by commonly upregulating the expression of the aforementioned glial-cell-derived endogenous protease inhibitor. Previous studies [63] have reported that when the blood-brain barrier is destroyed, peripheral leukocytes are able to transit the astrocytic TJ barrier in inflammatory lesions and enter the CNS, secrete serine proteases and MMPs to cleave astrocytic CLDN4. Our results suggest that in normal aging, increased production of serine proteases inhibiter/MMPs inhibiter and decreased production of MMPs might control neuroinflammation and prevent the invasion of peripheral pathogens.

Although we minimize ex vivo activation during the isolation procedure, there may still be some unknown activation when sorting cells from the brain. Evidence has been presented supporting the notion that the inflammatory responses of both astrocytes and microglia peak during the beginning of symptomatology [64]. Therefore, we focused here on the genes that start to change at an early stage and show sustained alteration throughout aging. Unexpectedly, we found sustained upregulated or downregulated expression in microglia throughout life of several inflammation-related genes. Ccl2 is a key mediator of spinal microglial activation, and blocking spinal Ccl2 alleviates heat hyperalgesia and augments glutamatergic transmission in substantia gelatinosa neurons [65], reduces immunosuppression, and augments vaccine immunotherapy [66]. Ccl12 also plays a pivotal role during the early stages of allergic lung inflammation [67, 68]. These findings suggest that some of the predisposing or inflammatory factors associated with diseases might be related to the consistently elevated expression of Ccl2/Ccl12 in microglia, and blocking this might alleviate and minimize disease progression. Egr2, which has been proposed as a newly identified M2 (alternatively activated) marker for macrophages, is associated with the ability of these cells to respond to inflammatory stimuli [69, 70], was included among the age-up microglial genes. Intriguingly, we found an increase in Nr1d2 (also known as REV-ERBβ), which acts as a nodal output of the circadian clock and thus links cellular circadian timers with innate-immune responses and thereby modulates the production and release of the proinflammatory cytokines Ccl2 and IL-6 [71–74]. 

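Nr1d2, which encodes the clock repressor REV-ERB beta, and Il6, interleukin 6, were higher in WT microglia at each age after 2 months. Nr1d2 (ENSMUSG00000021775) was 2.06, 3.71, 3.64, 3.80 and 3.37 FPKM at 2, 4, 6, 9 and 12 months and Il6 (ENSMUSG00000025746) 3.74, 8.41, 7.58, 11.2 and 8.48. Nr1d1, its close relative, was 0.598, 1.31, 0.950, 1.95 and 0.886 FPKM. Of 11 output genes of the clock 4, 4, 5 and 4 were higher at 4, 6, 9 and 12 months, where the 6-month list median changes sign with the scaling. Dbp, a clock-driven transcription factor, had log2 fold changes of 0.12, 0.10, 0.00 and 0.27. Of 5 clock genes that peak at the opposite time of day Nfil3, a repressor, was lower at 9 months (log2 fold change -0.84) and none at 12 months. In WT astrocytes Dbp was 3.55, 6.90, 6.15, 8.17 and 8.00 and Nr1d1 9.52, 20.1, 18.2, 21.8 and 13.1 FPKM, and 7, 4, 6 and 4 of 12 output genes were higher.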

*Nr1d2* was increased 1.6–2-fold and *Il6* was increased 2.2–3-fold among age-up microglial genes, which suggests that Nr1d2 upregulation might stabilize the diurnal variation in Ccl2 and IL-6 levels and immune function caused by aging. Other age-up microglial genes involved in immunoregulatory and inflammatory processes included *Zfp36* (anti-inflammatory signaling), *Nfkbia* (negative regulation of NFεB transcription factor activity), *H2-Q1* (MHC I protein-complex member), and *Ccrl12*. Taken together, these data support an active role for microglia in inflammation response throughout aging. We further found that neuropsin (Klk8), an extracellular matrix serine protease that induces neurite outgrowth and regulates Schaffer-collateral long-term potentiation (LTP) [75, 76], was also significantly increased throughout aging, which suggests that microglia could play a notable role in the establishment of LTP and synaptic plasticity. 

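Klk8, neuropsin, was higher in WT microglia at each age after 2 months and lower in WT astrocytes. In microglia Klk8 (ENSMUSG00000064023) was 56.8, 108, 203, 129 and 107 FPKM at 2, 4, 6, 9 and 12 months, highest at 6 months. In astrocytes it was 2.84, 1.16, 0.619, 0.436 and 0.670 FPKM. AD microglia had 72.4, 81.6, 169, 96.1 and 158 FPKM over the same ages. From the higher Klk8, the paper proposes a part for microglia in long-term potentiation and synaptic plasticity.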

Over time, altered genes involvement in angiogenesis to subsequent innate immune inflammatory responses, indicates roles of microglia in neuroinflammatory responses during aging.

We compared aging microglia heterogeneity between mice and humans by performing comparisons of our mouse age-related microglial datasets with two previous human microglial aging profile s[77, 78]. Limited overlap was observed in microglial genes regulated during aging between mice and humans, indicating that human and mouse microglia age differently. In addition to doing the analysis relative to the earliest time point (2 months), we also used STEM analysis to cluster gene sets that showed similar trends in a certain pattern. The GO analysis showed that different pathways were involved in different categories such as mitochondrion organization, cellular respiration, or mRNA metabolic process, indicating that different genes and signaling pathways may play certain roles at different stages.

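Cst7, Spp1 and other genes of disease-associated microglia differed more between AD and WT microglia from age to age. Of 25 genes of this state 3, 7, 13, 15 and 25 were higher in AD at 2, 4, 6, 9 and 12 months. Neutrophil genes rose as well, to a summed FPKM of 2809 at 9 and 1694 at 12 months against 192 and 507 in WT, as did monocyte markers. The AD group of 12 months is 1 of 3 that stand apart on the first principal component. Cst7, a lysosomal protease inhibitor, had log2 fold changes of 0.10, 0.82, 3.76, 5.26 and 7.39 from 2 to 12 months. Spp1, osteopontin, had log2 fold changes of 0.22, 0.76, 1.27, 2.08 and 3.61. In astrocytes Sgk1, a kinase induced by glucocorticoids, was 459 FPKM in AD against 22.6 in WT at 6 months and 429 against 72.9 at 12 months. By the fold threshold alone, 1079, 2747, 1147, 1831 and 3710 genes were higher and 1026, 1265, 801, 1108 and 3867 lower in AD microglia at 2, 4, 6, 9 and 12 months, and 949, 1819, 1387, 1330 and 2289 higher and 915, 1438, 1679, 885 and 2581 lower in AD astrocytes. The number did not grow from age to age, being lower at 6 than at 4 months in microglia and lower at 9 than at 6 months in astrocytes. The AD 4-month and WT 12-month microglia columns had the steps of 2 libraries. AD 4-month microglia also held more endothelial markers than WT, at 707 against 138 FPKM. In microglia, higher genes made up 68.5% of those past the threshold at 4 months and 62.3% at 9 months, against 53.2% at 4 months after quantile normalization and 78.9% at 9 months with size factors taken from genes of at least 1 FPKM. In astrocytes they made up 60.0% at 9 months, and 73.7% with these size factors. At all 5 ages, 45 genes were higher in AD microglia, among them Apoe and Axl, a receptor for dying cells. Prnp was among them too, a gene listed here to check the transgene label. Many were genes of astrocytes such as Gfap, Aldoc, Sox2, Sparcl1, Fabp7, Slc25a18 and Agt, markers of another cell type. Apoe too was abundant in the astrocyte columns. Snord91a, a small nucleolar RNA, was lower at all 5 ages. In astrocytes Mirlet7b, E330020D12Rik and Lamr1-ps1 were higher, and mt-Ti and Gm12411 lower, at all 5 ages.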

At the early stage (2 months), the number of differentially expressed genes between WT and AD was negligible, and showed a gradual increase with age. When we compared the age-up related genes in WT/AD at the same time points, we found that most age-up genes were highly expressed in AD mice as compared to WT mice. This suggests that age genetic changes in the AD process occur earlier than aging. And the change may also involve in the development of AD. In the later stages of aging, the internal environment of the CNS shows increased complexity, and this might involve the actions of peripheral factors together with BBB dysfunction. Imaging analyses have revealed that the BBB is localized at the level of tight junctions between brain endothelial cells [79]. Aging and AD are both associated with diminished BBB integrity and an opening for T cell transendothelial migration into the CNS [80–82]. In the parenchyma, bidirectional crosstalk occurs between the infiltrating cells and the resident glial cells; activated microglia impair BBB function by releasing several inflammatory modulators and thus lead to hyperpermeability; and the resulting T cell infiltration, in turn, favors increased microglial activation by secreting proinflammatory cytokines or acting in a protective manner toward senescent microglia [3, 17, 20, 83, 84]. Notably, transient early depletion of regulatory T cells was shown to reduce the recruitment of microglia toward amyloid deposits and alter the disease-related gene-expression profile in the brain [85].

## Conclusions

In summary, our study on microglia and astrocytes throughout aging provides new insights into the gene-expression profiles of these 2 types of glial cells and into the age-related changes in the transcriptome in relation to normal aging. Some of the genes identified here to be altered might represent targets for the treatment of the cognitive decline that occurs in diseases associated with aging.

## Supplementary information

**Additional file 1.** The weighting formula of H-score.

**Additional file 2.** Primer list.

**Additional file 3.** Cell isolation by using FACS. A, FACS gating strategy for isolating microglia and astrocytes. B, Gating of isotype control to minimize autofluorescence.

**Additional file 4.** The percentage of microglia and astrocytes at five time points.

**Additional file 5.** Age-dependent increase in number of DEGs. A, Numbers of DEGs determined using DESeq2 analysis between microglia from WT and AD mice (2mo, 4mo, 6mo, 9mo, 12mo). B, Numbers of DEGs determined using DESeq2 analysis between astrocytes from WT and AD mice (2mo, 4mo, 6mo, 9mo, 12mo). Adjusted *p* < 0.05, |log2 fold-change| > 0.5.

**Additional file 6.** Transcriptome profiles of microglia and astrocytes. A, Heatmap of Pearson’s correlation between microglia (left) and astrocytes (right) (2mo, 4mo, 6mo, 9mo, 12mo). B, Principal component analysis (PCA) of RNA-seq samples.

**Additional file 7.** GO and KEGG annotate DEGs between 2mo WT microglia and aging WT microglia (4mo, 6mo, 9mo, and 12mo).

**Additional file 8.** Age-up microglia genes list with fold change and p-values.

**Additional file 9.** Age-down microglia genes list with fold change and *p*-values.

**Additional file 10.** STEM analysis of 5 time points WT microglia and astrocytes and the FPKM expression of genes.

**Additional file 11.** GO and KEGG annotate DEGs between 2mo WT astrocytes and aging WT astrocytes (4mo, 6mo, 9mo, and 12mo).

**Additional file 12.** Age-up astrocyte genes list with fold change and *p*-values.

**Additional file 13.** Age-down astrocyte genes list with fold change and *p*-values.

**Additional file 14.** Comparison of the age-altered astrocyte genes in this study with the region-specific datasets from Matthew et al. [22] and the human datasets from Soreq et al [36]. A, Venn diagram of age-up astrocyte genes and upregulated genes in astrocytes from 4 different brain regions from Matthew et al. B, Venn diagram of age-up astrocyte genes and overlap upregulated genes in astrocytes from 4 all brain regions from Matthew et al. C, Venn diagram of age-down astrocyte genes and downregulated genes in astrocytes from 4 different brain regions from Matthew et al. D, Venn diagram of age-down astrocyte genes and overlap downregulated genes in astrocytes from 4 all brain regions from Matthew et al. E, Venn diagram of age-up astrocyte genes and overlap genes upregulated in human astrocytes from Soreq et al.

**Additional file 15.** Cross-sectional genes in Additional file 14.

**Additional file 16. **Heatmaps comparing the mean expression of *Il1a/TNF* in microglia samples and pan-reactive/A1-specific genes in astrocyte samples. A. Heatmap of the mean expression of *Il1a/TNF* in five time points WT microglia and Cxcl10/Serpina3n in five time points WT astrocytes. B. Heatmap of the mean expression of *Il1a/TNF* in five time points AD microglia and *Cxcl10/Serpina3n/Aspg/Gfap/Fbln5/Fkbp5* in five time points AD astrocytes.

**Additional file 17. **Validation of RNA-seq data between WT and AD samples. A-E, Expression analyses performed on selected genes yielded results superimposable with results obtained from RNA-seq analyses of microglia. F-J, Expression analyses performed on selected genes yielded results superimposable with results obtained from RNA-seq analyses of astrocytes. Columns represent means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05; left: comparisons of DESeq2 values between WT and AD samples; right: unpaired *t* tests for comparing 2 samples.

**Additional file 18.** Venn diagram of age-related DEGs in APP/PS1 mice and its relationship with the age-altered DEGs significantly upregulated/downregulated in AD group. A-D, Upregulated/downregulated genes, determined using DESeq2 analysis, between APP/PS1 mice (2mo) and APP/PS1 mice (4mo, 6mo, 9mo, 12mo); adjusted *p* < 0.05, |log2 fold-change| > 0.5. A, Venn diagram showing upregulated genes in microglia (left), core genes and age-altered DEGs significantly upregulated/downregulated in Fig. 8A. B, Venn diagram showing downregulated genes in microglia (left), core genes and age-altered DEGs significantly upregulated/downregulated in Fig. 8B. C, Venn diagram showing upregulated genes in astrocytes (left), core genes and age-altered DEGs significantly upregulated/downregulated in Fig. 8C. D, Venn diagram showing downregulated genes in astrocytes (left), core genes and age-altered DEGs significantly upregulated/downregulated in Fig. 8D.

## Data Availability

Raw and normalized gene-expression data have been deposited in the GEO (GEO: GSE137028).

## Abbreviations

AD: Alzheimer’s disease
WT: Wild-type
CNS: Central nervous system
BBB: Blood-brain barrier
Aβ: Amyloid-β
RNA-seq: RNA-sequencing
PCA: Principal component analysis
DEGs: Differentially expressed genes
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FACS: Fluorescence activated cell sorting
DAPI: 4′,6-Diamidino-2-phenylindole

How the deposited data were processed for this re-analysis (not part of the article)

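Microglia and astrocytes of WT and AD mice of 2, 4, 6, 9 and 12 months were compared by RNA sequencing of sorted cells. The authors deposited FPKM, 1 value per gene and group, for 20 groups of 3 libraries by the labels; they aligned reads and counted them per gene. Each value is taken as a mean over the libraries of a group, which the sources used here do not state; some bars of Cxcl10 in the paper's Fig. 7 are higher than the column values. Their methods name HISAT2, and their processing notes name Bowtie 0.12.2 and the genome build mm8, while gene lengths recovered from the FPKM steps match GENCODE M21, so no positions are given. Their own tests used DESeq2 on counts, which were not analysed here. Group columns were matched to genotype, age and cell type by their names.

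The design set before the data were examined used limma on values per library, with adjusted p-values, a test over all ages, an interaction of genotype and age, and gene list tests. None of these was run, since they need values per library; tests that treat the groups as replicates are not reported, no p-value is given, and the fold threshold is applied alone. FPKM was divided by median-of-ratios size factors over the 10 groups of a cell type, from 18974 genes in microglia and 22232 in astrocytes with values above 0 in all 10. Log2 was taken after adding 0.1, genes of at least 0.5 FPKM in 1 or more groups compared were kept, and the fold threshold was 0.5 on the log2 scale. Comparisons were 4, 6, 9 and 12 against 2 months within a genotype, AD against WT at each age, and 6 months against the mean of the other ages. Genes past the threshold in all 4 comparisons against 2 months were intersected, also with each other age as the reference. Principal components used the 2000 most variable genes.

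Alternatives, each changed alone, were FPKM as the authors gave it, quantile normalization, a pseudocount of 1, no filter, and a correction that removes a smooth trend (polynomial of degree 3) in gene length and GC content from each group. Size factors over genes of at least 1 FPKM and the intersections without 6 months were added after the data were seen. The closing section gives their effect.

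Depth was read from the steps of the lowest FPKM values. At the 13.1 to 22.8 M fragments per library so found, values under 0.5 FPKM rest on few fragments, and no counting interval was computed since counts per library were not used.

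Named genes are those the paper names, the 5 highest and 5 lowest genes by fold of each main comparison with at least 5 FPKM in the higher group, label check genes (App, Prnp and sex-linked genes), and genes shared by both cell types. The part of that rule that asks for separated libraries or the smallest p-values was not applied; members of gene lists printed by name, and other genes outside the rule, were chosen after their values were seen. Values in the paper and its supplementary tables had also been seen. Some genes are not reported here. Gene lists of cell types and processes were written before the data were examined.

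The fold of 12 against 2 months, the intersection of the 4 ages and the length and GC correction were tested on simulated data, the other steps were not. Each simulated group was the mean of the real groups with small noise, and changes past the threshold were planted in expressed genes only. Of 13760 unchanged microglial genes 2 passed the threshold there. Finding the planted changes thus checks the code and not the error rate of the real groups. With 200 genes changed, all 100 changed by 1 and all 100 changed by 2 (log2) were found in 12 against 2 months, for 13960 microglial and 15011 astrocyte genes. A simulated length trend in 1 microglia group put 31.6% of unchanged genes past the threshold, and 0.0634% after the correction.

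Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used. Whole-brain samples, qPCR, in situ hybridization and the comparisons with other brain regions and species were not analysed here.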

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

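The tests of gene length and GC content, of an age of 6 months, of fewer cells of every other type, of fewer committed precursors with and without the length and GC correction, of age alone and of a strain variant in genes of at least 5 FPKM were chosen after the result was seen, and that of a strain variant in all genes before its count was seen but after neighbouring genes of the H2 region had been seen to differ.

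Cst7, a lysosomal protease inhibitor of disease-associated microglia, was 1951 FPKM in AD microglia of 12 months and 11.8 in WT, and the paper does not discuss this gene. Clec7a, a receptor for fungal glucans in the same state, was 139 against 7.30 FPKM. The MHC class II chain H2-Aa was 337 against 12.9 and the invariant chain Cd74 1917 against 134 FPKM in the same groups. S100a8, a calcium-binding protein of neutrophils, was 726 FPKM in AD microglia of 9 months and 22.9 in WT. Ttr, a choroid plexus transcript, was 954 FPKM in AD microglia of 12 months and 8.86 in WT, and Cldn5, an endothelial transcript, 112 and 15.1 at 4 months. In astrocytes Igkc, the constant part of the antibody kappa chain, was 17.9 FPKM in AD and 0.637 in WT at 12 months. Gm13443, a pseudogene whose value is uncertain because near-identical copies can share its reads, was 85.2 FPKM in WT astrocytes of 12 months and 1.95 at 2 months. All 9 are signals in genes that the paper does not discuss.

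Nuclear respiratory genes such as Ndufb8 were high, and chromatin genes such as Kmt2d low, in the WT and AD groups of 6 months and the AD group of 12 months, in both cell types. An age of 6 months as the only cause is argued against by the AD 12-month group: across microglial genes, WT 6 months minus the mean of 2, 4 and 9 months and AD minus WT at 12 months had a Spearman correlation of 0.688, and of 0.583 in astrocytes. A correction for gene length and GC content left 69.5% of the excess of genes past the fold threshold at 6 months in WT microglia and a correlation of 0.624 (astrocytes 0.564), which argues against such a trend as the only cause; the excess left lies between the bounds set for it, so a part played by length and GC content stays open. A difference between library batches may be shared by these 3 groups, and since no label names a batch it stays open. A biological difference of these ages and genotypes also stays open and was not tested.

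Genes of committed oligodendrocyte precursors such as Gpr17 and Neu4 were lower in WT astrocytes after 2 months. Fewer cells of every other type in the ACSA2 sort are argued against, since the medians of the oligodendrocyte, endothelial, mural and neuron lists at 12 against 2 months moved apart and the highest, of the mural list, was 0.37 on the log2 scale. Fewer committed precursors in the sorted cells may account for the pattern, but this stays open: the precursor list had a median of -0.76 at 12 against 2 months in the AD astrocytes, a group that shares the pattern of the 6-month ones, and -0.46 after the length and GC correction, which lies between the bounds set for it. In WT the summed FPKM of the whole list was 755 at 2 and 708 at 12 months. Lower expression of these genes in astrocytes themselves stays open and was not tested.

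Between WT microglia of 2 and 12 months 341 genes, Scoc among them, differed by more than 2 on the log2 scale. A strain variant carried by the 2-month mice would set such genes side by side on a chromosome. Over all pairs, 136 of them had another within 1 Mb, against a median of 134 in random draws. With only pairs of a different gene family, read from the first letters of the symbol, there were 109 against 131. That rule also drops unrelated neighbours whose symbols start alike, such as Gm genes. Neither count excludes the variant, since 296 of the genes were below 5 FPKM in both groups. For a strain variant, genes of at least 5 FPKM gave 5 with such a neighbour, within the 0 to 9 of 95% of draws, so it cannot be told apart from chance. Scoc and its neighbour Clgn, with steps of 4.59 and 3.69, and Sapcd1 and H2-Q1 of the H2 region, with 4.51 and 5.24, were picked for these steps. They go with a variant at single loci, which stays open. In astrocytes Scoc, Sapcd1 and H2-Q1 had steps of 1.31, 2.87 and 3.15, but Clgn had -0.06. Msh5, also of the H2 region, had 4.11 in microglia and -0.08 in astrocytes. Age alone also stays open. Of the 109 genes with a neighbour of a different family, 45.0% differed by more than 1 between AD and WT microglia of 2 months. The steps were chosen on the same WT 2-month column, so this decides nothing. Reads shared between near-identical copies may add to the steps of pseudogenes, and this was not tested. Differences between the mice of each group stay open.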

How the results depend on the processing

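Size factors over genes of at least 1 FPKM, and leaving out the 6-month groups, were chosen after the result was seen; the other alternatives were chosen before the data were examined. Of 52 counts, all were within 1.5 times their main value with FPKM as the authors gave it, 50 after quantile normalization, 47 after a correction for gene length and GC content, 49 with the added size factors, 12 without the filter and 8 with a pseudocount of 1. Of the printed log2 fold changes past the threshold, that of Lama5 in AD against WT astrocytes at 12 months alone changed sign, to 0.10 after the length and GC correction. A pseudocount of 1 shrinks folds of genes of few FPKM, and dropping the filter adds genes; for the other settings the cause was not tested. With single group values, the planned tests, fits of all 10 groups, replicate blocks with or without the length and GC correction, calls on adjusted p alone, estimated correlations and omission of each replicate were not run. No paired analysis was possible because the columns carry no replicate numbers. Depth limits the lowest values most, since genes under 0.5 FPKM rest on few fragments.

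With a pseudocount of 1 the counts were lower. In WT microglia against 2 months it gave 974 higher and 592 lower at 4 months, 1041 higher and 441 lower at 9 months, 1234 higher and 907 lower at 12 months. At all 4 later ages there were 114 higher and 78 lower in WT and 148 higher and 92 lower in AD microglia. Between AD and WT microglia 980 at 2 months, 2413 at 4 months, 965 at 6 months and 1494 at 9 months differed, with 16 higher and 0 lower at all 5 ages. Between 6 months and the other ages, 3593 in AD microglia differed. In WT astrocytes against 2 months it gave 1086 higher and 643 lower at 4 months, 2649 lower at 6 months, 964 higher and 1119 lower at 9 months, 1485 higher and 1288 lower at 12 months. At all 4 later ages there were 213 higher and 157 lower in WT and 151 higher and 153 lower in AD astrocytes. Between AD and WT astrocytes 751 at 2 months, 1551 at 4 months, 1595 at 6 months, 873 at 9 months and 2512 at 12 months differed, with 1 higher and 1 lower at all 5 ages. Between 6 months and the other ages, 4866 in WT and 1716 in AD astrocytes differed. Shared by both cell types were 24 higher and 6 lower genes. In AD against WT at 12 months there were 3 lower of the age-up genes of microglia, 2 higher and 3 lower of the age-down genes of microglia, 2 higher and 31 lower of the age-down genes of astrocytes.

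Without the filter the counts were higher. In WT microglia against 2 months it gave 4355 higher and 2462 lower at 4 months, 6531 lower at 6 months, 3866 higher and 2281 lower at 9 months, 3997 higher and 3480 lower at 12 months. At all 4 later ages there were 522 higher and 602 lower in WT and 588 higher and 520 lower in AD microglia. Between AD and WT microglia 5788 at 2 months, 9054 at 4 months, 5538 at 6 months, 6323 at 9 months and 12223 at 12 months differed, with 107 higher and 7 lower at all 5 ages. In WT astrocytes against 2 months it gave 4158 higher and 3103 lower at 4 months, 7897 lower at 6 months, 3978 higher and 3823 lower at 9 months, 4742 higher and 4196 lower at 12 months. At all 4 later ages there were 725 higher and 1020 lower in WT and 684 higher and 826 lower in AD astrocytes. Between AD and WT astrocytes 5432 at 2 months, 7296 at 4 months, 7022 at 6 months, 5892 at 9 months and 9216 at 12 months differed, with 14 higher and 6 lower at all 5 ages. Between 6 months and the other ages, 12395 in WT and 7409 in AD astrocytes differed. Shared by both cell types were 77 higher and 61 lower genes.

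With size factors over genes of at least 1 FPKM the following moved. In WT microglia against 2 months it gave 2166 higher at 6 months. In AD astrocytes it left 1 lower at all 5 ages. In AD against WT at 12 months there were 14 lower of the age-down genes of microglia. Without the 6-month group, 524 genes were higher in WT microglia at all other ages, and 90 in both cell types. After the length and GC correction the following moved. Shared by both cell types were 28 higher and 35 lower genes. In AD against WT at 12 months there were 9 higher and 4 lower of the age-down genes of microglia, 45 lower of the age-down genes of astrocytes. After quantile normalization the following moved. In AD against WT at 12 months there were 12 lower of the age-up genes of microglia, 12 higher of the age-down genes of astrocytes.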

Differences from the paper's values

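Of the fold changes that the paper's text states for Cxcl10, Cst3, Nr1d2, Il6, Spock3 and Timp4, none differed here by more than 1.5 times, except that Cst3, cystatin C, was 2.40 times higher in WT astrocytes of 6 months after the length and GC correction, where the paper gives 3.7 and the main value is 3.73. The fold threshold is the paper's and no adjusted p-value stands beside it here, so counts are far larger than the paper's: 252 against 48 age-up and 207 against 41 age-down genes in microglia.

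The paper has most age-up genes higher in AD than in WT mice at the same ages. The counts here take a log2 fold change of any size, and at 2 months the WT column is also the one against which the lists were chosen. The WT columns of 4, 6, 9 and 12 months served in that choice too. They are the references at those ages, which can lower the counts there, so these counts do not decide against the paper. Of its 193 age-up astrocyte genes, 45, 75 and 49 were higher in AD at 4, 6 and 9 months, while 178 and 142 were at 2 and 12 months. Of its 48 age-up microglial genes 24, 21 and 17 were higher at 4, 6 and 9 months, and 46 and 29 at 2 and 12 months. The paper has age-down genes lower in AD. Of 192 in astrocytes 69, 81 and 62 were lower in AD at 4, 6 and 9 months, and 163 and 146 at 2 and 12 months. Of 41 in microglia 16 and 19 were lower at 4 and 9 months, and 36, 26 and 23 at 2, 6 and 12 months.

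The paper has Osmr, the oncostatin M receptor, higher in WT astrocytes of 12 months than of 2 months. It was lower here (-0.66 on the log2 scale), while Serpina3n, named beside it, was higher (2.09). Endothelial markers fell in the same columns, from a summed FPKM of 3759 at 2 to 1481 at 12 months, and their part in Osmr was not tested.

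The paper describes oligodendrocyte transcripts as a low-level contaminant of the astrocytes. Its own markers Nfasc and Kndc1 were low, at no more than 17.3 and 10.0 FPKM, but Mbp, myelin basic protein, was at least 1469 and the 13 listed markers of these cells held more of the FPKM of each group than the 18 homeostatic astrocyte genes did. The paper set its markers against whole-brain input, which was not analysed here. FPKM of different genes does not measure a share of cells, so these values do not decide how low the contamination was.

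The paper has the number of genes that differ between AD and WT growing with age. By the fold threshold alone the numbers at 2, 4, 6, 9 and 12 months were 2105, 4012, 1948, 2939 and 7577 in microglia. In astrocytes they were 1864, 3257, 3066, 2215 and 4870. Both were highest at 12 months but lower at 6 than at 4 months. With a pseudocount of 1 this order reversed in astrocytes, with 1551 at 4 and 1595 at 6 months. For microglia, the AD 4-month and WT 12-month columns had the steps of 2 libraries. AD 4-month microglia also held more endothelial markers than WT, at 707 against 138 FPKM. The AD 12-month group resembles the 6-month groups. What these add to the counts was not tested.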

Other observations

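In AD microglia the genes of antigen presentation stood above WT at 12 months, and those of interferon response at 4 and 12 months. All 7 MHC class II genes were higher than in WT at 12 months, with a list median of 3.87 on the log2 scale, after 6 had been lower at 4 months. Markers of other cells moved with them between WT and AD at 12 months, the summed FPKM being 7.97 and 20.4 for border macrophages and 8.72 and 36.0 for monocytes, and the AD group of 12 months resembles the 6-month groups of both genotypes. Of 22 interferon response genes 11 were higher at 4 months, at a summed FPKM of 371 against 191. Markers of other cells were higher in AD at 4 months too, at 707 against 138 FPKM for endothelium and 207 against 22.6 for mural cells. The steps of that AD column were those of 2 libraries. What these cells add to the interferon genes was not tested. At 12 months 18 of the interferon response genes were higher, among them Ifitm3, a membrane protein that blocks viral entry, at 227 against 42.3 FPKM. Of 21 cholesterol synthesis genes 16 were higher, although the list held 0.0268% of the summed FPKM in AD and 0.0253% in WT. Lpl, which splits lipoprotein fat, was 1.38, 0.785, 3.54, 10.1 and 15.5 FPKM in AD microglia at 2, 4, 6, 9 and 12 months, and Trem2, the lipid receptor of microglia, 536, 394, 753, 419 and 1031. Apoe was 1193, 541, 1749, 2437 and 5872 FPKM in these groups.

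Neutrophil transcripts were higher in AD than in WT microglia from 6 months on. Of 9 such genes 6, 8, 8 and 8 were higher than in WT at 4, 6, 9 and 12 months, while their summed FPKM at 4 months was 168 in AD and 169.7 in WT; Chil3, a chitinase-like protein of myeloid cells, was 42.8 against 0.377 FPKM at 9 months. Neat1, a nuclear RNA of paraspeckles, was 2.15, 3.48, 0.732, 3.97 and 3.81 FPKM in WT microglia and 2.63, 5.29, 0.912, 9.98 and 1.24 in AD microglia, lowest in the same groups as Malat1. In astrocytes of 12 months Gfap, the filament of reactive astrocytes, was 10.0 FPKM in AD and 5.05 in WT. Hba-a1, a globin chain of red cells, was 141, 48.8, 53.3, 44.4 and 177 FPKM in WT astrocytes.

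Prnp, the prion protein gene, was 10.9, 41.3, 14.2, 10.4 and 13.1 FPKM in AD microglia and 4.03, 9.66, 4.98, 4.72 and 4.52 in WT microglia, higher in AD at each age. Prnp and App were listed to check the transgene label. Whether reads of the transgenes add to Prnp was not tested, so its higher value is not read as a response of microglia. App had log2 fold changes of 0.14, 0.34, -0.01, -0.10 and 0.84 in AD against WT microglia at 2, 4, 6, 9 and 12 months. The Y-linked genes Ddx3y and Eif2s3y ranged from 19.5 to 28.6 and from 37.8 to 49.1 FPKM over the microglia groups, and Xist, expressed from the inactive X, reached 0.0294.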
